# Transcriptomic profiles of retinal ganglion cells are defined by the magnitude of intraocular pressure elevation in adult mice

**DOI:** 10.1038/s41598-019-39141-1

**Published:** 2019-02-22

**Authors:** Yong H. Park, Joshua D. Snook, Edwin J. Ostrin, Sangbae Kim, Rui Chen, Benjamin J. Frankfort

## Abstract

Elevated intraocular pressure (IOP) is the major risk factor for glaucoma, a sight threatening disease of retinal ganglion cells (RGCs) and their axons. Despite the central importance of IOP, details of the impact of IOP elevation on RGC gene expression remain elusive. We developed a 4-step immunopanning protocol to extract adult mouse RGCs with high fidelity and used it to isolate RGCs from wild type mice exposed to 2 weeks of IOP elevation generated by the microbead model. IOP was elevated to 2 distinct levels which were defined as Mild (IOP increase >1 mmHg and <4 mmHg) and Moderate (IOP increase ≥4 mmHg). RNA sequencing was used to compare the transcriptional environment at each IOP level. Differentially expressed genes were markedly different between the 2 groups, and pathway analysis revealed frequently opposed responses between the IOP levels. These results suggest that the magnitude of IOP elevation has a critical impact on RGC transcriptional changes. Furthermore, it is possible that IOP-based set points exist within RGCs to impact the direction of transcriptional change. It is possible that this improved understanding of changes in RGC gene expression can ultimately lead to novel diagnostics and therapeutics for glaucoma.

## Introduction

Glaucoma is a heterogenous group of optic neuropathies hallmarked by cupping of the optic nerve head and progressive death of retinal ganglion cells (RGCs), which results in a decrease and subsequent loss of vision^1^. Worldwide, glaucoma is a major cause of irreversible blindness, affecting over 70 million people^2^. This number includes over 3 million people in the United States, most of whom have primary open angle glaucoma (POAG)^2,3^. In glaucoma, the progression from visual dysfunction to overt vision loss is chronic and subtle, which creates multiple challenges in diagnosis, and in many cases profound and permanent vision loss has already occurred at the time of diagnosis^4,5^. Both human and animal studies suggest that it is very likely that both RGC function and retinal processing become abnormal prior to RGC death^6–14^, but the specific pathophysiological mechanisms that initially injure RGCs are poorly understood.

Elevated intraocular pressure (IOP) is the most important risk factor associated with glaucoma and correlates with the onset and progression of disease^4,5,15^. While reducing IOP can slow or arrest the progression of RGC loss, elevation of IOP alone does not determine if patients will develop glaucoma, and many patients with statistically elevated IOP do not develop glaucoma at all^16^. To try to better understand this complex relationship among IOP, RGCs, and glaucoma, a variety of animal models designed to study the impact of IOP on the retina have been developed^17–20^. In mice, IOP is commonly increased by the impediment of the aqueous outflow at the trabecular meshwork or episcleral vein, either by microbead injection^8,21,22^, laser cauterization^23,24^, hypertonic saline injection^25^, or spontaneous ciliary exfoliation^26,27^. These animal models have all demonstrated anatomic deficits similar to those seen in patients with glaucoma, and many have shown functional deficits as well^8–10,24,28–30^.

To try to understand the molecular causes of RGC dysfunction following IOP elevation, several transcriptomic studies of rodents with increased IOP have been performed^31–38^. While generally successful at identifying differentially expressed genes (DEGs) and pathways, these studies have important limitations. First, the IOPs in these animal models were commonly 100–200% of normal^18^, whereas the IOP increases generally seen in POAG are much less profound^5^. Second, in genetic spontaneous models (i.e. DBA2/J mice) the time point at which IOP elevation occurred is often difficult to define^26,31^. Third, studies in induced and genetic models have been carried out in a variety of genetic backgrounds and ages^31–33,39^. Fourth, many studies did not obtain pure and viable RGC populations due isolation techniques that utilize whole retina samples^32,33,36^, laser capture microdissections^38^ and non-specific antigen isolation^40^. Fifth, some studies were performed using older techniques such as microarrays^32–34^, which prevent the open-ended discovery of abnormal RNA transcription. Taken together, we are left with a muddled picture of the molecular impact of elevated IOP on RGCs in experimental mouse models.

In this study, we overcome the above limitations by using a variation of the microbead injection model to induce less dramatic IOP increases in a pure wild type mouse strain (C57BL/6J) at a specific age (6 weeks) and for a specific period of time (2 weeks). We also applied strict IOP criteria to define two IOP elevation levels (Mild and Moderate) which are similar to those seen in POAG. We then used a modified 4-step immunopanning technique that produced major improvements over other techniques to produce RGCs of high yield, purity, and viability. Finally, we applied Next-Generation Sequencing (NGS) by utilizing RNA-Sequenced messenger RNA (mRNA) cDNA constructs to determine differential transcriptome changes that occurred among the experimental IOP and control groups. Transcriptome and pathway analyses demonstrated two distinct patterns of change which were dependent on the magnitude of IOP increase, suggesting a complex response of RGCs to IOP challenges.

## Results

### Isolation of Adult RGCs from Mouse Utilizing a Modified 4-step Immunopanning Technique

We modified a well-established 2-step RGC immunopanning technique^41,42^ by adding two additional negative panning steps, which resulted in a 4-step immunopanning protocol (Methods). Using 8 week old mouse retinas, this technique successfully removed macrophages, microglia, fibroblasts, endothelial cells, and amacrine cells, while allowing the retention of RGCs. As expected, the diameter of the isolated RGCs was consistently larger than other cell types (Fig. 1a–d). RGCs varied in diameter from a range of 7 to 17 µm (n = 2,759 cells) and had an average diameter of 11.3 ± 1.8 µm (Fig. 1e), consistent with expectations^43^. RGCs were recovered with high yield and viability, (average yield = 46,718 ± 2,176 cells per retina; average viability = 86.7 ± 1.2%; n = 21; Fig. 1f). We confirmed our enriched RGC population with immunocytochemistry of isolated Thy1.2^+^ cells and found that 88.1 ± 4.2% of cells stained for RBPMS, a well-established RGC marker^44,45^ (Fig. 1g–j). Additional confirmation of RGC purity was confirmed comparing isolated purified RGC samples (n = 19) to whole retina samples (n = 8) via by quantitative polymerase chain reaction (qPCR) of *Pou4f2* (RGC marker) and *Rho* (rod photoreceptor marker). *Pou4f2* showed a 2.2 ± 0.2-fold increase in gene expression (P-value < 0.0001), and *Rho* showed a 57.0 ± 0.0-fold decrease in gene expression (P-value < 0.0001) in purified RGC samples (Fig. 1k). Together, these data indicate that our modified 4-step immunopanning technique is successful in isolating purified RGCs with low cell contaminants.

**Figure 1:**
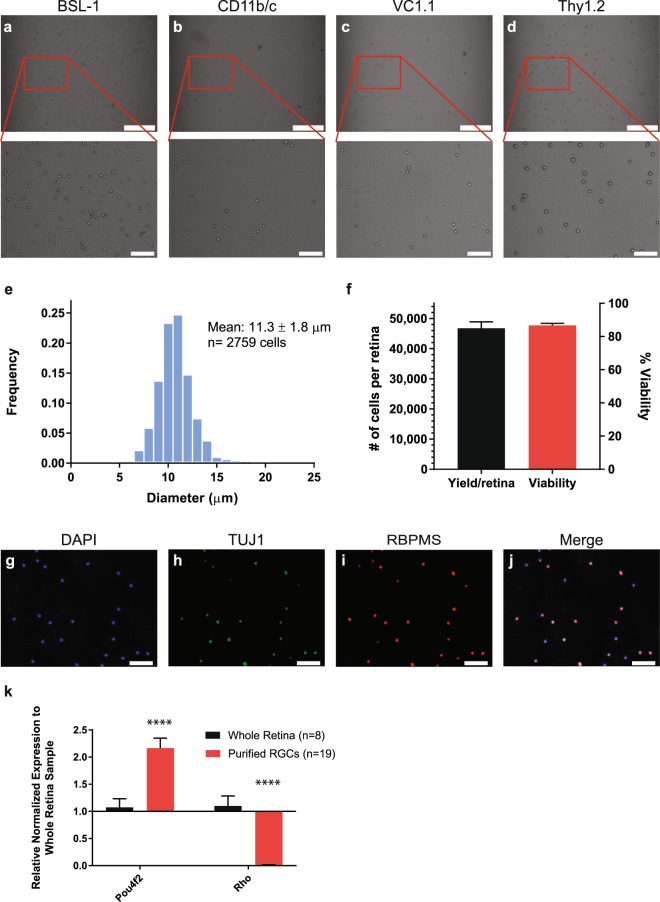
Characterization of Purified RGCs Isolated from Adult Mice. (**a**–**d**) Brightfield images (10x) were taken following each panning step during the isolation of adult RGCs from mice: (**a**) BSL-1 (fibroblasts, endothelial cells, macrophages and microglia), (**b**) CD11b/c (macrophages and microglia), (**c**) VC1.1 (amacrine cells), and (**d**) Thy1.2 (RGCs; scale bar = 250 µm). As expected, Thy1.2^+^ cells (inset, **d**) were larger than BSL-1^+^ (inset, **a**), CD11b/c^+^ (inset, **b**), and VC1.1^+^ (inset, **c**) cells (scale bar = 50 µm). (**e**) Bar graph showing the distribution of the diameter (µm) of the Thy1.2^+^ cells (n = 2,759 cells). The average cell diameter was 11.3 ± 1.8 µm. (**f**) 4-step immunopanning of RGCs average yield of 46,718 ± 2,176 cells per retina with an 86.7 ± 1.2% viability per isolation (n = 21). Immunostaining of the isolated cells against RGC Markers, TUJ1 (**h**) and RBPMS (**i**), as well as a nuclear stain, DAPI (**g**; scale bar = 50 µm). Merged image (**j**) identified 88.1 ± 4.2% of DAPI positive cells to be RBPMS positive. (**k**) Semi-quantitative q-PCR analysis identified a significant (p < 0.0001) increase in expression of *Pou4f2* (RGC marker) and significant decrease (p < 0.0001) in the expression of Rhodopsin (*Rho*; Photoreceptor gene marker) in the purified RGCs samples compared to the whole retina.

### Transcriptomic Profiling Analysis of RGCs Following Intraocular Pressure Elevation at Two Distinct Levels

To determine the transcriptomic profile of RGCs exposed to IOP elevation, we used a version of the microbead model of ocular hypertension to induce IOP elevation for 2 weeks^8^. At the end of the 2 week period, eyes were stratified into two groups, Mild IOP and Moderate IOP, which were defined according to strict criteria (see Methods). Normal IOP values for eyes (n = 30) of all three treatment groups in this study were 8.92 ± 0.26 and 9.1 ± 0.26 mmHg for right and left eye, respectively (Supplementary Fig. S1). In both the Mild and Moderate IOP groups, the change in IOP over the 2 weeks was constant and linear (Fig. 2a) with a significant average IOP increase of 2.7 ± 0.3 mmHg (P < 0.0001) and 7.0 ± 0.8 mmHg (P < 0.0001) for the Mild and Moderate IOP groups, respectively (Fig. 2b). Eyes injected with saline (Control) had no statistical increase in IOP over the 2 week period (Fig. 2a,b; average IOP difference = 0.0 ± 0.9 mmHg). 

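RNA sequencing covered RGCs from 12 Control retinas, 12 Mild IOP retinas and 6 Moderate IOP retinas, collected 2 weeks after injection. The Control eyes had received saline, and the IOP increase averaged 0.0 mmHg in Control, 2.7 mmHg in Mild IOP and 7.0 mmHg in Moderate IOP. The RNA of each group was pooled, and each pool was split into 3 technical replicates that were made into separate libraries. The 9 libraries therefore came from 3 pools, and a difference between groups was a difference between pools and not between animals. The paper's methods give 300 pg of total RNA per retina for the pools, whereas the sample labels give 100 ng per mouse. IOP elevation began at 6 weeks of age according to the methods, and the labels give an age of 8 weeks. cDNA was made from polyadenylated RNA with an oligo-dT primer (SMART-seq v4), fragmented and tagged with the Nextera XT kit, and sequenced from both ends on an Illumina HiSeq2500. The authors aligned the reads to the mouse genome build mm10 with bowtie2 and estimated the expression of each gene with cufflinks. The estimate is given as FPKM, the fragments per kilobase of transcript scaled to the number of mapped fragments in the library. Each library listed the same loci under 23997 gene symbols, and the FPKM of loci with the same symbol were summed. Between 14182 and 14914 genes per library had an FPKM above 0.

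The number of reads per library was not analysed here, so the depth was derived from the width of the confidence interval that cufflinks gives for each gene. Over genes with transcripts of at least 2000 nt and at least 100 fragments, the derived depth was 6960000, 8760000 and 4910000 fragments in the Control replicates. It was 6670000, 6460000 and 5190000 fragments in the Mild IOP replicates and 4820000, 8510000 and 5800000 in the Moderate IOP replicates, with 20000000 read pairs planned per library. Of the genes with low values, between 73.7% and 78.3% per library gave a derived number of fragments close to a whole number. The most abundant gene held between 1.9% and 3.6% of the summed FPKM in 7 libraries. In replicate 2 of Mild IOP, a single microRNA gene held 20.5%, and in replicate 3 of Moderate IOP another held 9.1%. Each library was divided by a median-of-ratios factor, which ranged from 0.983 to 1.058. Log2 fold-changes were differences between group means of log2(scaled FPKM + 1). They were tested with limma over 13043 genes with a mean scaled FPKM of at least 0.5, and p-values were adjusted by the Benjamini-Hochberg method (FDR). Group values are scaled FPKM, given as mean ± SD (n = 3 technical replicates), unless stated otherwise.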

After 2 weeks, RGCs were obtained as above from all samples, mRNA was isolated and pooled, and mRNA sequencing performed on technical replicates (see Methods). As an initial assessment of the effects of the two IOP elevations on RGC gene expression, a scatter plot based on principal component analysis (PCA, Fig. 2c) of the transcriptomic profile of the technical replicates was performed. PCA revealed that replicates from each treatment group clustered closely, and that there was clear separation among the Control, Mild IOP, and Moderate IOP treatment groups. 

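PCA was run on log2(scaled FPKM + 1) of the tested genes, centered per gene. PC1 held 23.5% of the variance and PC2 held 15.4%. On PC1 the Moderate IOP replicates lay between −37.5 and −27.8, the Control replicates between 7.51 and 14.0, and the Mild IOP replicates between 13.95 and 34.7. PC2 ran from 11.1 to 15.9 in Control and from −14.6 to −4.27 in Mild IOP. The Moderate IOP replicates spread from −42.7 to 26.7 on PC2, which was wider than the distance between the Control and Mild IOP replicates. The mean silhouette width of the 3 groups on these components, a measure that reaches 1 for fully separate groups, was 0.42. No other of the 280 ways to part 9 libraries into 3 groups of 3 gave a silhouette width as high (exact permutation test, one-sided, p = 0.0036, the smallest p that this design allows). With a pseudocount of 0.1 in place of 1 the silhouette width was 0.3, the largest move among the alternatives in scaling, pseudocount, filter and gene variance. Correlations between libraries across genes ranged from 0.945 to 0.972 within groups and from 0.932 to 0.965 between groups, and genes are not independent replicates. As the replicates of a group shared a pool, this separation compared pools.

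**Figure D1:**
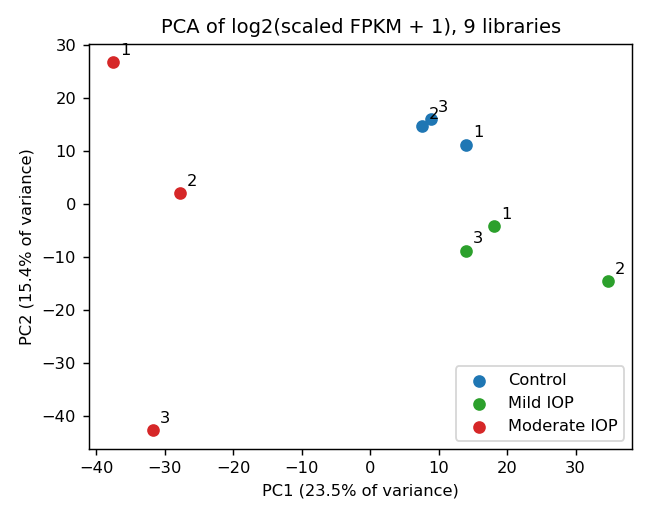
Scores of the 9 libraries on PC1 (23.5% of the variance) and PC2 (15.4%), colored by group, with the replicate number beside each point. The Moderate IOP replicates lie at −27.8 or lower on PC1 and spread along PC2, and the Control and Mild IOP replicates lie at 7.51 or higher on PC1.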

Expression profiles of genes with an FPKM value >16 were then clustered using an unsupervised hierarchical approach. Again, treatment groups separated as expected (Control, Mild IOP, and Moderate IOP; Fig. 2d). 

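A mean scaled FPKM above 16 was reached by 4688 genes. Libraries were clustered on these genes by complete linkage of Euclidean distances, and the tree was divided into 3 clusters. Moderate IOP replicates 1, 2 and 3 formed a cluster of their own. The Control replicates shared a cluster with Mild IOP replicates 1 and 3, and Mild IOP replicate 2 stood alone. When the tree was divided into 2 clusters, Mild IOP replicate 2 was parted from the others. The adjusted Rand index between clusters and treatment groups, which is 1 for identical groupings, was 0.48. Of the 280 ways to assign the libraries to groups of 3, 10 gave an index as large (exact permutation test, one-sided, p = 0.036). When FPKM above 16 was required in every library, 3693 genes remained and the clusters were the same. The largest move came from leaving out single libraries. Without Mild IOP replicate 1 or 3 the index was 0.65 (exact permutation test, one-sided, p = 0.014), and without Mild IOP replicate 2, or without any of the Moderate IOP replicates, it was 0.36 (p = 0.071). Without Mild IOP replicate 2, Moderate IOP replicate 3 was parted from the other Moderate IOP replicates.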

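The paper's list of retinal cell markers holds 14 RGC markers, whose median expression over the 9 libraries was 134 FPKM. The median RGC marker stood at 106 ± 17.6 FPKM (SD, n = 3) in Control, 99.8 ± 8.93 FPKM in Mild IOP and 196 ± 62.5 FPKM in Moderate IOP. The highest RGC markers were Calb2, Sncg and Cartpt, at 1110 ± 46.5, 911 ± 49.6 and 408 ± 6.74 in Control. The median log2 fold-change of the RGC markers was −0.21 in Mild IOP, where 0 of them passed an FDR of 0.1, and 0.61 in Moderate IOP, where 4 did. Cartpt rose to 885 ± 37.2 in Moderate IOP, a log2 fold-change of 1.11 (standard error 0.15, FDR = 0.0058, limma). Between Moderate and Mild IOP, 10 of the RGC markers differed. The 15 amacrine cell markers had a median of 15.7 FPKM. The median amacrine marker stood at 13.7 ± 1.98 FPKM in Control, 12.1 ± 0.936 FPKM in Mild IOP and 21.3 ± 1.02 FPKM in Moderate IOP, and their median log2 fold-change was 0.03 in Mild IOP and 0.11 in Moderate IOP. Among them, Gad1 and Slc6a9 reached 549 ± 23.6 and 110 ± 8.57 in Control. Slc6a9 fell to 39.3 ± 6.93 in Moderate IOP, a log2 fold-change of −1.48 (standard error 0.14, FDR = 0.00062), and was 146 ± 3.81 in Mild IOP. Of the 13 amacrine markers tested, 0 passed an FDR of 0.1 in Mild IOP, 2 in Moderate IOP and 6 between Moderate and Mild IOP. Because these values are averages over a pool, they do not give the share of cells of each type.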

Additional purity controls were also performed at this stage to further ensure that the analyzed population consisted primarily of RGCs (Supplementary Fig. S2).

**Figure 2:**
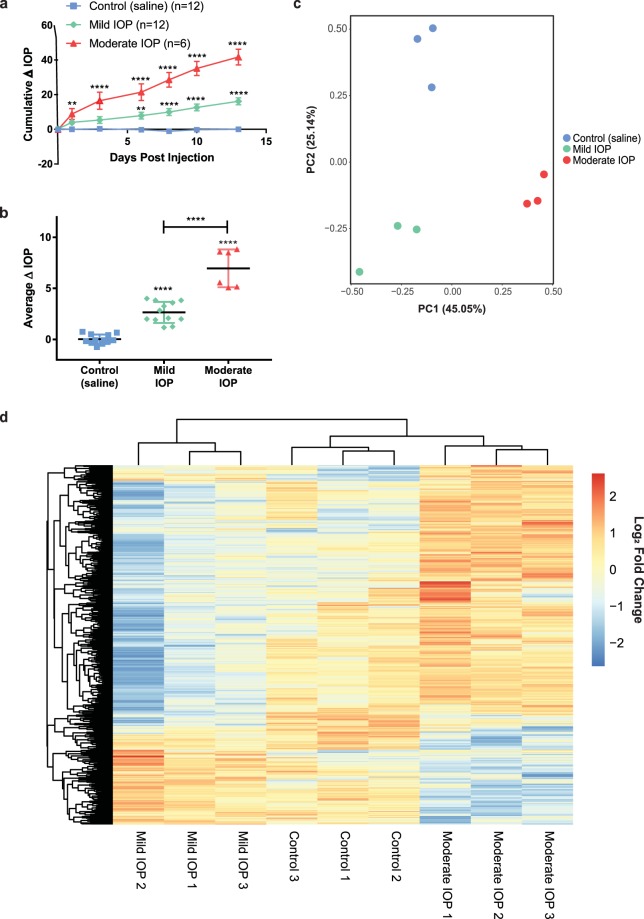
Transcriptomic Profiling Analysis of RGCs Following Mild and Moderate IOP Elevation. (**a**) Cumulative change in IOP for eyes exposed to Mild IOP (green), Moderate IOP (red), and Control (blue) conditions over a 2 week period. (**b**) Mean change in IOP per group. IOP levels were significantly increased after Mild (2.7 ± 0.3 mmHg) and Moderate (7.0 ± 0.8 mmHg) IOP increase when compared to Controls (0.0 ± 0.1 mmHg). For (**a**,**b**), **P < 0.01 and ****P < 0.0001. (**c**) PCA plot of Control, Mild IOP, and Moderate IOP in triplicate. (**d**) Hierarchical dendrogram clustering/heatmap of Control, Mild IOP, Moderate IOP samples’ gene expression with FPKM > 16.

### IOP Levels Produce Distinct RGC Transcriptomic Profiles

We next sought to determine RGC differentially expressed genes (DEGs) following IOP elevation. We visualized these using volcano plots comparing the Mild (Fig. 3a) and Moderate (Fig. 3b) IOP groups to the control group. A total of 737 and 887 DEGs were considered significant (FDR < 0.1) candidates for the Mild and Moderate IOP groups, respectively (Fig. 3c). 

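limma's moderated test at an FDR below 0.1 gave 52 DEGs in Mild IOP and 240 DEGs in Moderate IOP. Of the Mild IOP DEGs, 1 was higher and 51 were lower than in Control. In Moderate IOP, 124 DEGs were higher and 116 were lower. At the stricter FDR of 0.05, 21 DEGs remained in Mild IOP and 103 in Moderate IOP. Unadjusted p-values below 0.05 were reached by 1324 genes in Mild IOP and 1994 genes in Moderate IOP. The median log2 fold-change over all tested genes was 0.006 in Mild IOP and 0.004 in Moderate IOP. When the variance was estimated from the compared groups alone in place of all 9 libraries, there were 11 DEGs in Mild IOP and 134 in Moderate IOP. This was the largest move in Mild IOP among the alternatives other than leaving out a library. Leaving out 1 library at a time gave from 14 to 172 Mild IOP DEGs and from 61 to 271 Moderate IOP DEGs. With the replicate number added as a block, there were 25 DEGs in Mild IOP and 135 in Moderate IOP. The replicate numbers carried little pairing, as deviations from the group mean correlated at 0.012 between same-numbered libraries and at −0.006 between different-numbered ones, across genes that are not independent replicates. Moderate IOP compared with Mild IOP directly gave the larger number of 1324 DEGs, 917 higher and 407 lower in Moderate IOP.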

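Both criteria, an FDR below 0.1 and a fold-change of at least 1.5 (Log2 fold-change of at least 0.5849), were met by 1 upregulated gene in Mild IOP and 118 upregulated genes in Moderate IOP. At an unadjusted p below 0.05 with the same fold-change, 206 genes were upregulated in Mild IOP. The single upregulated DEG of Mild IOP was Ddx3y, on chromosome Y of mm10 from 1260715 to 1286613. It stood at 2.19 ± 0.868 in Control, 8.88 ± 0.547 in Mild IOP and 0.349 ± 0.222 in Moderate IOP, a log2 fold-change of 1.67 in Mild IOP (standard error 0.27, FDR = 0.049, limma). Its Moderate IOP replicates rested on about 6, 8 and 17 fragments. Ddx3y kept this call in 4 of the 9 fits that each left out 1 library. Xist, which is transcribed from the inactive X chromosome of females, moved the other way, from 4.74 ± 2.3 in Control to 1.57 ± 0.388 in Mild IOP and 10.1 ± 0.895 in Moderate IOP.

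Among the DEGs of Moderate IOP with all replicates above all Control replicates, the largest rises were in S100a6, Lcn2 and Gm10591. S100a6 (chromosome 3, 90612894 to 90614414) rose from 0.208 ± 0.2 in Control to 9.89 ± 9.43, a log2 fold-change of 2.85 (standard error 0.59, FDR = 0.056), from about 9.59, 21 and 58.9 fragments in the Moderate IOP replicates. Lcn2 (chromosome 2, 32384637 to 32387739) rose from 0.103 ± 0.178 to 8.19 ± 6.56, a log2 fold-change of 2.81 (standard error 0.46, FDR = 0.023). Its Moderate IOP replicates rested on about 8, 88.1 and 25 fragments. Gm10591 (chromosome 4, 41903613 to 42613253) had a log2 fold-change of 2.80 (standard error 0.68, FDR = 0.095), with 35.4, 62.7 and 1.07 fragments behind its Moderate IOP replicates. The SD of all 3 genes in Moderate IOP was close to their mean.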

When fold-change (FC) criteria were additionally applied, a total of 449 DEGs were classified as significantly (FDR < 0.1; FC > 1.5) upregulated (Mild IOP = 150 DEGs; Moderate IOP = 299 DEGs; Fig. 3d). 581 DEGs were significantly (FDR < 0.1; FC < 0.666) downregulated (Mild IOP = 286 DEGs; Moderate IOP = 295 DEGs (Fig. 3e). 

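Downregulation by the same criteria was found for 50 genes in Mild IOP and 103 genes in Moderate IOP. The largest falls were the same 3 genes in both groups, all of them lens crystallins. Crygs had a log2 fold-change of −6.22 in both Mild and Moderate IOP (standard error 0.2, FDR = 6.7e-08 in each, limma). Cryaa had a log2 fold-change of −6.08 in Mild IOP (standard error 0.24, FDR = 2.7e-07) and −6.80 in Moderate IOP (standard error 0.24, FDR = 7.9e-08). Cryba1 had a log2 fold-change of −5.93 in both groups (standard error 0.27, FDR = 7.8e-07). In Control the scaled FPKM was 73.4 ± 2.79 for Crygs, 112 ± 18.6 for Cryaa and 62.5 ± 23.5 for Cryba1. Crygs and Cryba1 were at 0 in all Mild and Moderate IOP replicates. Cryaa was at 0.684 ± 0.449 in Mild IOP and 0 in Moderate IOP.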

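For the genes named in Tables 1 and 2, the FPKM of each replicate and the number of fragments behind it were examined. Among the genes listed as upregulated by Mild IOP, Hist3h2bb-ps had an FPKM of 5.56, 3.76 and 0 in the Mild IOP replicates, from 8, 3.99 and 0 fragments. Its scaled FPKM was 0.184 ± 0.161 in Control, and its log2 fold-change was 1.38 (standard error 0.56, FDR = 0.42, limma). Tsacc had 3.24, 3.83 and 0 FPKM, from 5, 6 and 0 fragments, and was at 0 in every Control replicate. Car4 had 3.27, 1.47 and 0 FPKM, from 25, 11 and 0 fragments. Gm20257 had 4.1, 0.416 and 0.536 FPKM in Mild IOP, from 20, 1.99 and 1.99 fragments, and a Control value of 0.0296 ± 0.0288. Mterf1b had 1.25, 3.32 and 2.09 FPKM in Mild IOP, from 9.4, 26 and 12.4 fragments, against 0.465 ± 0.362 in Control.

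Among the genes listed for Moderate IOP, Vaultrc5 had an FPKM of 9.29, 14.0 and 0 in the replicates, from 5, 16 and 0 fragments. Its log2 fold-change of 2.43 had a standard error of 0.90 (FDR = 0.23). Hist2h4, Med9os and the RIKEN cDNA gene of the table were each above 0 in a single Moderate IOP replicate, with 16, 29 and 22.8 fragments. Cd59b had 0, 40 and 18.9 fragments in the Moderate IOP replicates. On the downregulated side, Gm4013 was above 0 in 1 Control replicate, with 18.9 fragments. The FDR of these 10 upregulated genes and of Gm4013 was above 0.1 in the group of their table. The crystallins of both tables were better covered, with 245, 326 and 172 fragments for Crygs, 681, 742 and 375 for Cryaa and 167, 360 and 109 for Cryba1 in the Control replicates. Cryba2 fell from 24.4 ± 7.7 in Control to 0 in Moderate IOP, a log2 fold-change of −4.62 (standard error 0.28, FDR = 1.4e-05). Crygb, with 20, 146 and 21 fragments in Control, and Crygc, with 43.5, 75.2 and 13.8 fragments, belong to a gamma crystallin cluster on chromosome 1 whose near-identical genes can share reads. Of the 20 entries of both tables, 8 had fewer than 30 fragments in every library of the group with the higher value and at least 1 of those libraries at 0.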

The five most highly up- and down-regulated genes in the Mild and Moderate IOP groups are listed in Tables 1 and 2, respectively. Interestingly, there was very little overlap between the Mild and Moderate IOP groups, with only 16 commonly upregulated DEGs and 17 commonly downregulated DEGs detected (Fig. 3d,e; Supplementary Table S1). 

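Of the DEGs by FDR alone, 16 were shared between Mild and Moderate IOP, where 0.96 would be shared if the lists were independent (Fisher's exact test, two-sided, odds ratio 25.3, p = 6.0e-16). The same Control libraries served both comparisons, so a deviation of the Control pool would enter both lists. Among the shared DEGs, 15 changed in the same direction. With the fold-change criterion, 14 genes were commonly downregulated and 0 commonly upregulated, and 67 genes were commonly upregulated at an unadjusted p below 0.05. Among the shared DEGs, 10 were crystallins. Of the 6 others, 1 was a lens membrane gene with a log2 fold-change of −2.12 in both groups. Phgdh fell by 0.86 on the log2 scale in Mild IOP (standard error 0.15, FDR = 0.063, limma) and by 1.04 in Moderate IOP (standard error 0.15, FDR = 0.012). The photoreceptor gene Sag fell by 0.78 in Mild IOP and by 0.73 in Moderate IOP, from 163 ± 14.7 in Control.

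The genes of Table S1 were then examined singly. The table prints the symbol Gabbr2 beside the gene name of Gabrr2, and Gabrr2 was used. The printed Gabbr2 had log2 fold-changes of 0.03 in Mild IOP and −0.34 in Moderate IOP. With Gabrr2, the 15 upregulated genes examined here were higher than Control in both groups, and 13 of them had an unadjusted p below 0.05 in Mild IOP and 14 in Moderate IOP. At an FDR below 0.1 the number was 0 in Mild IOP and 5 in Moderate IOP. All 17 downregulated genes were lower than Control in both groups, and 6 passed the FDR in Mild IOP and 10 in Moderate IOP.

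**Figure D2:**
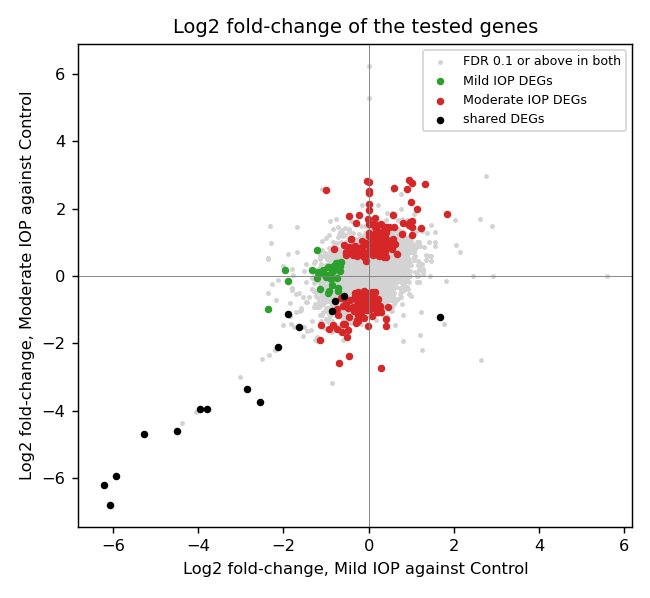
Log2 fold-change of each tested gene in Mild IOP (horizontal axis) and Moderate IOP (vertical axis), both against Control, with DEGs of Mild IOP, Moderate IOP and both groups in color. The 16 shared DEGs include the 10 crystallins at the lower left.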

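Txn1, Fxyd7 and Ebpl, the genes of Table S2, were lower than Control in Mild IOP and higher in Moderate IOP. Txn1 (chromosome 4, 57943373 to 57956411) stood at 133 ± 18.7 in Control, 81.8 ± 8.28 in Mild IOP and 204 ± 41.0 in Moderate IOP. Its log2 fold-change was −0.69 in Mild IOP (standard error 0.16, FDR = 0.16, limma) and 0.60 in Moderate IOP (standard error 0.16, FDR = 0.13). Fxyd7 (chromosome 7, 31042515 to 31051454) stood at 64.8 ± 13.8 in Control and 37.5 ± 14.9 in Mild IOP, and its Moderate IOP replicates had 107, 129 and 117 FPKM, with log2 fold-changes of −0.82 (standard error 0.24, FDR = 0.24) and 0.88 (standard error 0.24, FDR = 0.13). Ebpl (chromosome 14, 61339763 to 61360445) stood at 10.5 ± 2.08, 6.07 ± 0.914 and 18.4 ± 3.81, with log2 fold-changes of −0.69 (standard error 0.22, FDR = 0.26) and 0.76 (standard error 0.22, FDR = 0.14). In Mild IOP, 1 replicate of Fxyd7 overlapped the Control replicates, whereas Txn1 and Ebpl lay below all of them. The direct comparison of Moderate with Mild IOP gave log2 differences of 1.29 for Txn1 (FDR = 0.004), 1.70 for Fxyd7 (FDR = 0.0061) and 1.45 for Ebpl (FDR = 0.0071). The only gene that met the FDR and fold-change criteria in opposite directions in both groups was Ddx3y, whose log2 fold-change in Moderate IOP was −1.22 (standard error 0.27, FDR = 0.073). It met the Moderate IOP criterion in 2 of the 9 fits without 1 library. Ddx3y lies on chromosome Y, and the other Y-linked genes examined were also lower in Moderate than in Mild IOP, with Xist higher. Its opposite changes may therefore reflect the share of male and female retinas in the pools. At an unadjusted p below 0.05, 16 genes met the criteria in opposite directions.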

Additionally, only three DEGs were identified with regulation in the opposite direction according to IOP level (Supplementary Table S2). To confirm the RNA sequencing results, a subset of DEGs was selected for quantitative PCR. 

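In the sequencing data, the genes of Table 3 gave the following values. Tsacc had a log2 fold-change of 1.41 in Mild IOP (standard error 0.78, FDR = 0.60, limma), with 1 Mild IOP replicate at 0. Cp (chromosome 3, 19957054 to 20009750) had a log2 fold-change of 1.02 in Mild IOP (standard error 0.32, FDR = 0.27) and 1.44 in Moderate IOP (FDR = 0.074). The pseudocount draws such values toward 0 at low FPKM, so their size is not comparable with the ratios of Table 3. Mean scaled FPKM of Cp was 0.569 in Control, 2.38 in Mild IOP and 3.23 in Moderate IOP. Trf (chromosome 9, 103208876 to 103230286) had a log2 fold-change of 0.99 in Mild IOP (standard error 0.35, FDR = 0.33) and 2.20 in Moderate IOP (FDR = 0.019). Nab2 (chromosome 10, 127660918 to 127666703) stood at 26.8 ± 6.43 in Control, 18.3 ± 2.89 in Mild IOP and 7.01 ± 1.98 in Moderate IOP. Its log2 fold-change was −0.51 in Mild IOP (standard error 0.23, FDR = 0.48) and −1.80 in Moderate IOP (FDR = 0.0052). The crystallins of the table lie on chromosome 16 from 22805203 to 22811410 (Crygs), chromosome 11 from 77718732 to 77725293 (Cryba1) and chromosome 17 from 31677931 to 31681730 (Cryaa), and each stayed downregulated in both groups in all 9 fits that left out 1 library.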

Critically, the fold changes of each tested gene paralleled the RNA sequencing data in response to Mild and Moderate IOP elevation (Table 3). To further confirm the validity of our RNA sequencing data, additional animals with elevated IOP were generated for all treatment groups (biological replicates), RGCs removed, and RNA isolated. When compared to our original RNA sequencing templates, these biological replicates showed similar significant qPCR expression trends (Supplementary Fig. S3).

**Figure 3:**
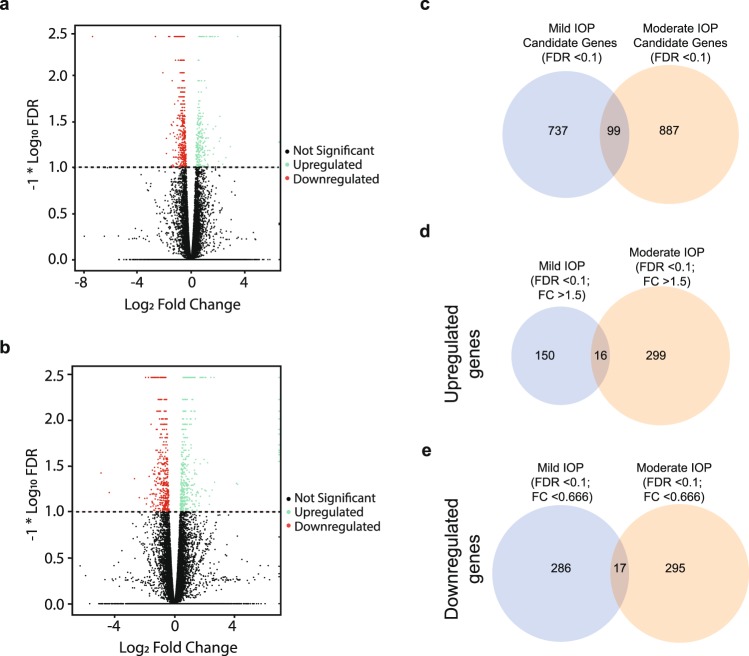
Differentially Expressed Genes Following Mild and Moderate IOP Elevation. (**a**,**b**) Volcano plots of significantly (FDR < 0.1) differently expressed genes (DEGs) for both Mild (**a**) and Moderate (**b**) IOP levels (above dotted line). Upregulated DEGs (Log_2_ fold change of ≥0.5849 or ≥1.5-fold change) and downregulated DEGs (Log_2_ fold change of ≤−0.5849 or ≤0.666-fold change), are indicated in green and red, respectively. Genes with Log_2_ Fold change of <|0.5849| are not significant (black). (**c**) Venn Diagram depicting the overlap of significant (FDR < 0.1) candidate DEGs in the Mild and Moderate IOP groups (does not include fold-change criteria). (**d**,**e**) Venn Diagrams of overlapping significantly (FDR < 0.1 and Log_2_ fold change of ≥|0.5849|) identified for up- (**d**) and down- (**e**) regulated DEGs.

**Table 1:** Top Up- and Down-regulated Genes Following Mild Elevation of IOP.

Gene Symbol	Gene Name	Gene Accession	Control FPKM Value	Mild IOP FPKM Value	Log_2_ Fold-Change	Adjusted P-value
**Upregulated**						
*Hist3h2bb-ps*	histone cluster 3 H2B family member b	NM_206882	0.00	2.84	∞	2.15E-03
*Tsacc*	TSSK6 activating cochaperone	NM_029801	0.00	2.63	∞	2.20E-03
*Gm20257*	caspase 8 pseudogene	NR_045007	0.00	1.89	∞	5.00E-05
*Mterf1b*	mitochondrial transcription termination factor 1	NM_001042670	0.00	1.81	∞	5.00E-05
*Car4*	carbonic anhydrase 4	NM_007607	0.00	1.77	∞	5.00E-05
**Downregulated**						
*Crygs*	crystallin gamma S	NM_009967	85.86	0.00	−∞	5.00E-05
*Cryba1*	crystallin beta A1	NM_009965	73.73	0.00	−∞	5.00E-05
*Crygb*	crystallin gamma B	NM_144761	18.35	0.00	−∞	5.00E-05
*Crygc*	crystallin gamma C	NM_007775	14.24	0.00	−∞	5.00E-05
*Gm4013*	Predicted gene 4013	NR_033452	4.83	0.00	−∞	7.00E-04

**Table 2:** Top Up- and Down-regulated Genes Following Moderate Elevation of IOP.

Gene Symbol	Gene Name	Gene Accession	Control FPKM Value	Moderate IOP FPKM Value	Log_2_ Fold-Change	Adjusted P-value
**Upregulated**						
*Vaultrc5*	vault RNA component 5	NR_027885	0.00	8.87	∞	2.15E-03
*Hist2h4*	histone cluster 1 H4 family member c	NM_033596	0.00	6.57	∞	2.20E-03
*Med9os*	mediator complex subunit 9, opposite strand	NR_045273	0.00	6.26	∞	5.00E-05
*Cd59b*	CD59 molecule (CD59 blood group)	NM_181858	0.00	4.94	∞	5.00E-05
*1700084E18Rik*	RIKEN cDNA 1700084E18 gene	NR_028299	0.00	4.43	∞	5.00E-05
**Downregulated**						
*Cryaa*	crystallin alpha A	NM_013501	127.75	0.00	−∞	1.40E-03
*Crygs*	crystallin gamma S	NM_009967	83.66	0.00	−∞	5.00E-05
*Cryba1*	crystallin beta A1	NM_009965	71.76	0.00	−∞	5.00E-05
*Cryba2*	crystallin beta A2	NM_021541	27.87	0.00	−∞	5.00E-05
*Crygb*	crystallin gamma B	NM_144761	17.81	0.00	−∞	5.00E-05

**Table 3:** RNA Sequencing Validation Through qPCR.

Genes	RNA Sequencing Data		qPCR Validation		
Gene Symbol	Log_2_ Fold-Change	P-value	Log_2_ Fold-Change ± SEM	P-value	*P < 0.05 **P < 0.01
**Mild IOP**					
*Tsacc*	∞	2.20E-03	5.7 ± 1.6	8.38E-02	
*Cp*	2.1	5.05E-03	1.1 ± 0.3	3.01E-02	*
*Trf*	1.1	2.60E-03	0.7 ± 0.2	3.97E-02	*
*Crygs*	−∞	5.00E-05	−8.7 ± 1.9	1.18E-02	*
*Cryba1*	−∞	5.00E-05	−9.2 ± 1.0	1.20E-02	*
*Cryaa/Cryaa2*	−7.3	5.00E-05	−7.2 ± 1.8	2.89E-02	*
**Moderate IOP**					
*Cp*	2.5	3.00E-03	2.1 ± 0.6	7.40E-03	**
*Trf*	2.4	5.00E-05	1.4 ± 0.3	1.60E-03	**
*Cryaa/Cryaa2*	−∞	5.00E-05	−8.6 ± 3.6	5.81E-02	
*Cryba1*	−∞	5.00E-05	−10.1 ± 1.2	2.78E-02	*
*Nab2*	−1.9	5.00E-05	−0.9 ± 0.2	3.90E-03	**

### Pathway Analysis in Response to Mild and Moderate IOP Levels

We used Ingenuity Pathway Analysis (IPA; QIAGEN) to characterize alterations to RGC molecular signaling environments following Mild and Moderate IOP elevation. We initially used the Canonical Pathways feature in IPA and found that at both IOP levels, oxidative phosphorylation and mitochondrial dysfunction were the most highly regulated canonical pathways (Supplementary Table S3). Interestingly, the changes in these pathways for Mild and Moderate IOP elevation occurred in the opposite direction. For example, all of the detected genes involved in the oxidative phosphorylation pathway in the Mild IOP group were downregulated (44/109), whereas the genes in the Moderate IOP group were upregulated (16/109). Indeed, this finding of activation in opposite directions by Mild and Moderate IOP level was a common finding among the top 25 impacted canonical pathways (with a reported Z score), suggesting that Mild and Moderate IOP levels result in distinct and opposed transcriptional environments (Fig. 4a,b). 

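Genes of oxidative phosphorylation were taken as the subunits of the respiratory chain complexes and ATP synthase by gene symbol, 86 in all, of which 85 were tested. In Mild IOP, 77 of them were lower than Control and 8 were higher, with log2 fold-changes from −1.88 to 1.14 and a median of −0.54. In Moderate IOP, 68 were higher and 17 were lower, with log2 fold-changes from −0.50 to 1.21 and a median of 0.23. By limma, 7 genes were lower at an FDR below 0.1 in Mild IOP and 3 were higher in Moderate IOP. Between Moderate and Mild IOP, 61 genes were higher and 1 was lower at this FDR. The median was compared with 10000 random gene lists of the same size and mean expression. These lists had a median log2 fold-change of −0.224 in Mild IOP and 0.118 in Moderate IOP. A two-sided share of 1e-04 of the lists lay as far out as the set in Mild IOP, the smallest share they can give, and 0.0002 in Moderate IOP.

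These genes are short, with a median transcript length of 763 nt against 2797 nt for all tested genes. Genes outside this set and the ribosomal protein genes also moved with length. In the shortest group, from 98 to 1129 nt, their median log2 fold-change was −0.35 in Mild IOP and 0.18 in Moderate IOP, and in the longest group it was 0.12 and −0.01. Random lists matched on transcript length as well as expression had medians of −0.406 in Mild IOP and 0.192 in Moderate IOP. The share of lists as far out as the set was then 1e-04 in Mild IOP and 0.18 in Moderate IOP. These lists could hold genes of the set itself, which draws them toward it. The alternative that moved the set most was the removal of the trend with transcript length from each library, which was chosen after seeing the data. It gave medians of −0.16 in Mild IOP (share 1e-04) and 0.05 in Moderate IOP (share 0.37). Per library, the median log2 value of the set relative to Control was −0.48, −0.81 and −0.26 in the Mild IOP replicates and 0.30, 0.25 and 0.19 in the Moderate IOP replicates, while the Control replicates lay between −0.05 and 0.06. Each group was apart from Control in all 3 replicates (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).

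**Figure D3:**
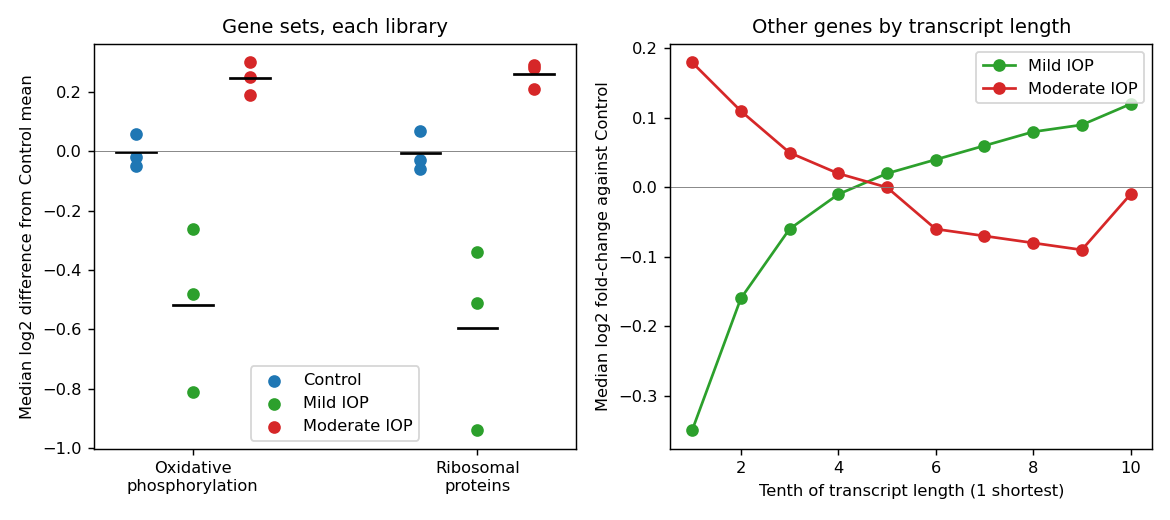
Left, median of the oxidative phosphorylation and ribosomal protein genes in each library, in log2 units relative to the Control mean, with a bar at the group mean. Right, median log2 fold-change of genes outside both sets, in 10 groups by transcript length from shortest to longest, which runs from −0.35 to 0.12 in Mild IOP.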

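The genes of cytosolic ribosomal proteins, which enter the EIF2 signaling pathway among the canonical pathways, were examined as another set. By gene symbol there were 85, of which 82 were tested, with a median transcript length of 785.5 nt. In Mild IOP, 80 of them were lower than Control and 2 were higher, with a median log2 fold-change of −0.63 against −0.20 in random lists of the same mean expression. In Moderate IOP, 77 were higher and 5 were lower, with a median of 0.27 against 0.11 in the random lists. The share of random lists as far out was 1e-04 in both groups, the smallest they can give. With lists matched on transcript length the share was 1e-04 in Mild IOP and 0.031 in Moderate IOP. These lists could likewise hold genes of the set. At an FDR below 0.1 (limma), 8 genes were lower in Mild IOP and 0 were higher in Moderate IOP, where 18 were higher at an unadjusted p below 0.05. After the trend with transcript length was removed, a choice made after seeing the data, the medians were −0.26 and 0.06, and the share of random lists was 1e-04 in Mild IOP and 0.10 in Moderate IOP. Over all tested genes the log2 fold-changes of Mild and Moderate IOP correlated at 0.35, across genes that are not independent replicates and with the same Control libraries in both. When Mild and Moderate IOP were each compared with different Control libraries, the correlation lay between −0.02 and 0.05. The canonical pathway scores themselves were not recomputed. From the opposite activation that it found common among the leading canonical pathways (Fig. 4a,b), the paper proposes that Mild and Moderate IOP levels lead to distinct and opposed transcriptional environments.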

We extended this analysis using the Disease and Bio Functions feature in IPA (Fig. 4c,d; Supplementary Tables S4 and S5) and obtained similar results - the Mild and Moderate IOP groups appear to exist in opposing molecular activation states. These results suggest that IOP elevation does not result in a static or linear injury but instead causes dynamic changes that are dependent on IOP and may have important thresholds.

**Figure 4:**
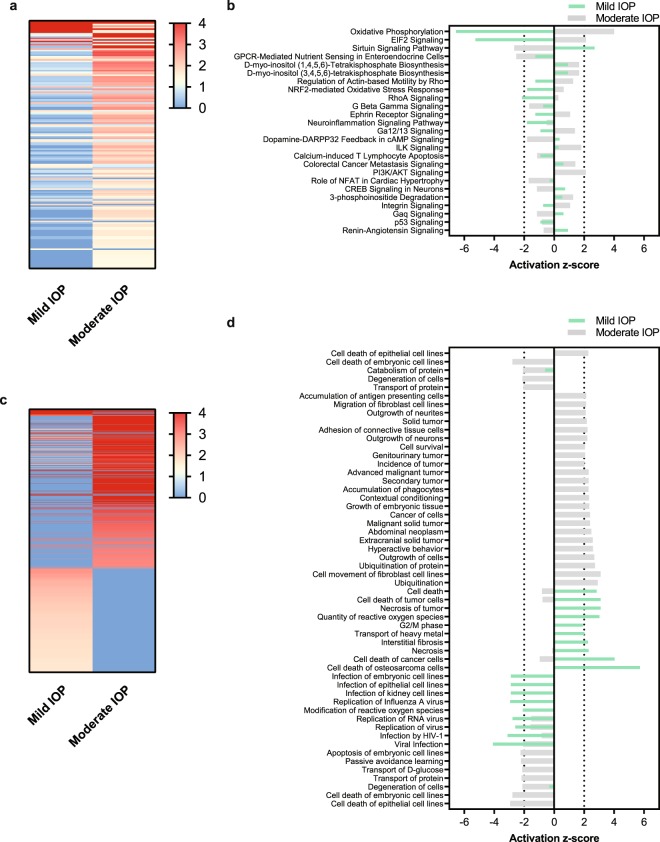
Pathway Analysis Following Mild and Moderate IOP. Ingenuity Pathway Analysis of Mild and Moderate IOP compared to Control. (**a**,**c**) Heatmap of the significant changes to the canonical pathway (**a**) and disease/bio functions (**c**) filtered by −log (P-value). (**b**,**d**) Activation z-score directionality graph of the top significant (−log (P-value) > 1.3) canonical pathways (**b**) and disease/bio functions (**d**) for both Mild and Moderate IOP elevation. Canonical pathways and disease/bio functions with a Z-score ≥ |2| are significant, were a positive value is considered to be activated and a negative value is considered to be inactivated.

## Discussion

Glaucoma is a multifactorial disease in which IOP, the major risk factor, impacts RGCs in a variety of ways according to the magnitude and duration of IOP exposure^46,47^. In this manuscript, we focused on IOP level and stratified adult mice according to Mild (1–4 mmHg) and Moderate (≥4 mmHg) IOP levels while maintaining a stable duration of IOP exposure (2 weeks). RNA sequencing of a pure population of immunopanned RGCs at each IOP level identified two distinct transcriptomic profiles, with only 33 out of 1,030 significant DEGs found to be common to both Mild and Moderate IOP groups. Further analysis of alterations of the two groups using the IPA canonical pathways and disease and bio functions were similarly distinct and showed an opposite directionality to their activation states. Taken together, these results suggest not only that the magnitude of IOP elevation has a critical impact on the RGC transcriptional environment, but that some IOP-based set point may exist within RGCs to impact the direction of transcriptional change.

Understanding the role of elevated IOP on the transcriptomic environment of adult RGCs has been of great interest for some time^31,37,38,48^. However, the determination of these adult RGC transcriptomic profiles has been hindered by an inability to isolate pure RGCs in large quantities despite protocols involving fluorescence-activated cell sorting (FACS), laser capture, and other forms of immunopanning^41,49–52^. In this study, we modified a well-established immunopanning technique to remove amacrine cells and thereby capture an extremely pure population of viable adult mouse RGCs. By avoiding FACS, we also minimized hydrodynamic stress and mechanical shearing^53^. Until recently^31^, the study of adult RGC transcriptomic profiles after IOP elevation has also been limited largely to microarray studies, both of which allow for detection only of a limited number of pre-determined transcripts^34,37,48,54^. The advantages of RNA sequencing over these approaches include higher sensitivity and dynamic range, which allows for a more comprehensive transcriptome^55^. By applying RNA sequencing techniques to RGCs isolated from retinas exposed to two IOP levels, we were able to profile distinct RGC transcriptomes according to IOP level. Importantly, we were able to validate this new and unexpected finding with independent biological replicates, suggesting that our results are not due to a spurious occurrence.

How do RGC transcriptomes differ according to IOP level? As the first study to describe and contrast the transcriptome, molecular pathway activation states, and disease/bio functions at more than one level of IOP elevation, we are able to begin to address this question. We found surprisingly little overlap in the DEGs identified between the two IOP levels, as well as a concomitant lack of overlap in molecular pathway activation states and disease/bio functions. Statistically significant changes to canonical pathways were observed in both IOP groups, most prominently impacting oxidative phosphorylation, mitochondrial dysfunction, EIF2 signaling, and Sirtuin signaling, some of which have been identified in previous publications^31,56^. However, the use of two IOP levels enabled us to determine that these pathways were altered in opposite directions based on IOP level. Inhibition of the oxidative phosphorylation pathway and EIF2 signaling pathways should cause mitochondria dysfunction, endoplasmic reticulum stress, and apoptosis and these pathways were inhibited only in the Mild IOP group (and activated in the Moderate IOP group)^57–59^. The Sirtuin signaling pathway may also play a role in RGC survival, as retinal SIRT1 protein and mRNA expression decreases following retinal ischemic-reperfusion injury and the activation of SIRT1 attenuates RGC loss in experimental optic neuritis^56,60^. Signaling of this pathway was activated only in the Mild IOP group (and inhibited in the Moderate IOP group). Thus, under conditions of both Mild and Moderate IOP there appears to be competition between distinct pro- and anti-apoptotic pathways. Since the directions of the inhibition/activation change with IOP level, this may signal not just a change in how RGCs respond to IOP, but how IOP level shifts the dominant molecular cellular processes. Looking further, in the Mild IOP elevation group, the disease/bio functions analysis showed activation of categories relating to ischemic/oxidative stress induced neuronal death. Interestingly, there was a seemingly opposite effect on the RGC molecular environment in the Moderate IOP group, which showed an increased activation of cell survival and neurite outgrowth. This may indicate that higher IOPs impact axonal/dendritic structures preferentially, whereas lower IOPs impact RGC somas. These distinctions will be important to understand if we are to develop systems to both prevent RGC death to promote RGC regeneration and axonal outgrowth.

Why do RGC transcriptomes differ according to IOP level? One potential interpretation of these results is that the changes seen after Mild IOP are the initial responses of RGCs, whereas the changes seen after Moderate IOP are the late responses. These later responses may be dominated by “healthier” or “modified” RGCs which survive the initial IOP insult. Said differently, the RGCs isolated after Mild IOP may represent all RGCs, whereas RGCs isolated after Moderate IOP may represent an IOP-resistant group in which the less resistant RGCs have already succumbed to the effects of IOP. While this is possible, it would be better studied by maintaining a constant IOP over a longer period and assessing various time points. Furthermore, as we obtained similar RGC yields at both IOP levels, it is unlikely that the RGCs isolated at the Moderate IOP level are solely “survivors.” Another possibility is that all changes are occurring simultaneously, but there is a preference toward certain kinds of responses according to IOP level. The opposing apoptosis pathways seen at distinct IOP levels may support this interpretation. Perhaps most likely, though, is that a set point (graded or with multiple thresholds) is present within RGCs that mediates IOP transcriptional responses. Accordingly, IOP may provoke certain intra- and extracellular signaling mechanisms unique to the different pressure levels. As there are many subtypes of RGCs, and these subtypes show differing functional responses in the presence of elevated IOP^29,61–64^, it is possible that part of what we see in this study represent the different transcriptional responses of these RGC subtypes.

How are RGC transcriptomes similar according to IOP level? Of the very few commonly regulated DEGs identified between the two IOP levels, most prominent were the downregulated genes for crystallins (Supplementary Table S1). 

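Of the 16 lens crystallin genes of the alpha, beta and gamma families, 14 were above 0 in at least 1 library. In both Mild and Moderate IOP, 13 of them were lower than Control and 1 was higher. Their median log2 fold-change was −3.32 in Mild IOP and −3.84 in Moderate IOP. The share of random lists of the same mean expression that lay as far out was 1e-04, the smallest that 10000 lists can give. These medians were taken without a filter on low values. With the FPKM as deposited, the median over the 12 tested crystallins was −3.89 in the group with the smaller fall. Between Moderate and Mild IOP, 3 of the 12 tested crystallins differed at an FDR below 0.1, 2 of them higher and 1 lower in Moderate IOP. Their log2 differences were 1.38 (FDR = 0.029, limma), 0.76 (FDR = 0.082) and −1.18 (FDR = 0.032). The log2 difference of Moderate against Mild IOP was −0.72 for Cryaa (FDR = 0.11, limma), −0.12 for Cryba2 (FDR = 0.84) and −0.15 for Crygc (FDR = 0.85). Cryaa was also detected in Mild IOP, from 5.96, 1.57 and 0.888 fragments. Lens genes other than crystallins were low in all libraries, and 3 of the 10 detected reached a mean scaled FPKM of 0.5. Of these 3, 1 lens membrane gene fell from 3.43 ± 1.01 in Control to 0 in all IOP libraries (log2 fold-change of −2.12 in both groups, FDR = 0.011 in Mild IOP and 0.0052 in Moderate IOP). The median log2 fold-change of the 10 genes was −0.27 in Mild IOP, where 9 of them were lower and the share of random lists was 0.0034, and −0.21 in Moderate IOP, where 8 were lower and the share was 0.063.

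**Figure D4:**
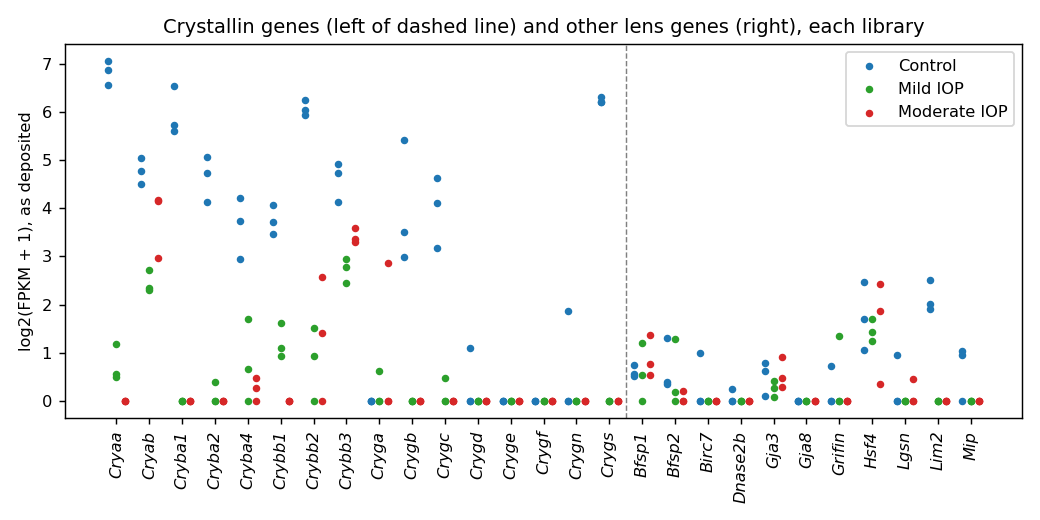
Expression of 16 crystallins (left of the dashed line) and 11 other lens genes (right) as log2(FPKM + 1) in each library, colored by group. The Control libraries lie above the Mild and Moderate IOP libraries for most of the crystallins.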

Crystallins are found in RGCs, and optic nerve injury and rat models of glaucoma result in a decrease of transcription and translation of crystallins^65,66^. Overexpression of crystallins also can have a protective effect on RGCs during optic nerve injury^65^. Their identification in this study suggests that crystallins may have an important universal role in RGC injury. Some upregulated DEGs, such as ceruloplasmin and transferrin, are acute phase reactants and may simply signify an underlying stressed state. 

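Ceruloplasmin (Cp) stood at 0.569 ± 0.165 in Control, 2.38 ± 1.42 in Mild IOP and 3.23 ± 0.151 in Moderate IOP. Its Control replicates rested on 9.03, 22.6 and 10.8 fragments, the Mild IOP replicates on 27.2, 115 and 50.9, and the Moderate IOP replicates on 59.7, 131 and 80.7. Every replicate of both IOP groups was above every Control replicate. Cp passed an FDR of 0.1 in 2 of the 9 fits without 1 library in Moderate IOP and in 0 of them in Mild IOP. Transferrin (Trf) stood at 3.28 ± 1.95 in Control, 6.94 ± 1.43 in Mild IOP and 17.5 ± 4.87 in Moderate IOP, again without overlap between the replicates of either IOP group and Control. It passed the FDR in Moderate IOP in all 9 of these fits and in Mild IOP in 0. The log2 difference of Moderate against Mild IOP was 0.42 for Cp (FDR = 0.50, limma) and 1.21 for Trf (FDR = 0.07).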

Other DEGs may represent important transcripts which are core IOP-based response genes – additional studies will be needed to make this determination.

Future studies on this topic are very likely to occur and will yield additional information on both differences and similarities in transcription according to IOP level. Studies on single RGCs might provide a clearer understanding of how individual subtypes of RGCs or retinal regions are affected by IOP elevation. Additionally, increasing the read depth of the RNA transcriptome could provide a more comprehensive transcriptomic profile, whether at the bulk or single cell level. Further studies with multiple IOP levels and multiple IOP exposure durations may help clarify the definition of these different transcriptomic environments. Lastly, proteomics analyses will help identify which of these critical transcriptional changes lead to functional change and may be the object of pharmacologic intervention for the treatment of glaucoma.

## Methods

### Ocular Hypertension/Experimental Glaucoma

All protocols and procedures were approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine and conducted in accordance with the ARVO statement for the use of animals in ophthalmic and vision research as well as the United States Public Health Service’s Policy on Humane Care and the Use of Laboratory Animals. Female and male C57Bl/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA), and at six weeks of age, the procedure to elevate IOP was performed as previously published^8,9,28^. Based on weight, mice were initially anesthetized with an intraperitoneal injection of a combination solution of ketamine (80 mg/kg), xylazine (16 mg/kg), and acepromazine (1.2 mg/kg). The left eyes were given single drops of 1% tropicamide, 2.5% of phenylephrine hydrochloride and 0.5% proparacaine hydrochloride to dilate and locally anesthetized the eye. A 30-gauge needle was used to create an initial opening in the cornea. A pulled glass micropipette tip (~75 µm inner diameter) connected to a Hamilton syringe was used to inject a volume of 1.5–2 µL of treatment solution into the anterior chamber followed by 2 µL of sodium hyaluronate (#8065183085, Provisc; Alcon Laboratories, Fort Worth, TX, USA). Sodium hyaluronate was used to help guide the treatment solutions towards the iridocorneal angle. Treatment solutions consisted of either a combination of 6 µm (Cat#15715-5) and 1 µm (Cat# 15713-15) in diameter polystyrene microbeads (Polysciences, Inc., Warrington, PA, USA) or phosphate buffer saline (PBS), which either were the elevation in IOP injections or the control (vehicle) injections, respectively.

### Measurements of Intraocular Pressure

Mice were anesthetized using isoflurane and the IOPs of both eyes were observed with a rebound tonometer (#J1000Tl, Tonolab, ICare, Espoo, Finland). Baseline IOP measurements were taken before eyes were injected with either microbeads or saline. After the eye injection procedure, IOP measurements were taken three times a week at the same time of the day for a total duration of 2 weeks. IOP measurements from the injected eye were compared to the IOP measurements of the contralateral non-injected eyes to determine changes in IOP. Microbead injected eyes with an average IOP increase of either >1 and <4 mmHg or ≥4 mmHg were divided into mild IOP and moderate IOP groups, respectively. Saline-injected eyes served as controls with IOP change <±1 mmHg. Mice were carefully observed, where mice were removed from the study if there were signs of inflammation, opaque lens, or sporadic spikes (>30 mmHg) in IOP elevation. Significance for the cumulative change in IOP between the different IOP groups was determined using a 2-way ANOVA followed by the Dunnett’s multiple comparison test (**P < 0.01; ****P < 0.0001). A one-way ANOVA was performed using Tukey test to determine significance between the average IOP change per group (*P < 0.05; **P < 0.01; ****P < 0.0001).

### Immunopanning of Adult Mouse RGCs

RGCs were purified utilizing a 4-step immunopanning technique with an antibody against Thy1.2., modified from Barres *et al*.^41^. Actinomycin D [1 µg/mL] (#A7592, Life Technologies, Eugene, OR, USA) was supplemented into the Dulbecco’s Phosphate-Buffered Saline (DPBS) (#14287072, Life Technologies, Eugene, OR, USA) solutions used throughout the isolation preparation to inhibit new RNA transcription that would occur during the RGC isolation process. Retinas from injected eyes that fit in the inclusion conditions for control, Mild IOP, and Moderate IOP were dissected and enzymatically dissociated with 9 units/mL of papain (LS003126, Worthington, Lakewood, NJ, USA) for 45 mins at 34 °C. Retinal dissociations were then performed by trituration and filtration through a 20 µm nylon mesh (#SCNY00020, EMDMillipore, Burlington, MA, USA) resulting in a retinal cell suspension. Retinal cell suspensions were transferred then incubated on a negative panning plate coated with unconjugated Griffonia (Bandeiraea) Simplicifolia Lectin 1 (BSL-1) (#L-1100, Vector Laboratories, Burlingame, CA, USA) as previously described^41^. Two additional negative panning steps were then added, using plates coated with purified mouse CD11b/c (#554859, BD Pharmingen, San Jose, CA, USA), and monoclonal mouse anti-HNK-1/N-CAM (CD57)(VC1.1 clone) (#C6680-100TST, Sigma Aldrich, St. Louis, MO, USA). Together, these negative panning steps removed microglia, macrophages, endothelial cells, fibroblasts, and Thy1+ amacrine cells. The remaining cells in the retinal cell suspension that did not bind the negative panning plates were then transferred on to the positive panning plate containing bound antibodies against Thy1.2 (#MCA02R, Bio-Rad Antibodies, Hercules, CA, USA), creating a 4-step technique. Cells from Thy1.2 positives plates were then washed 25 times with DPBS to remove unbound retinal cells. Attached Thy1.2 positive cells were then immediately lysed in 4 °C TRIzol Reagent (#15596018, Life Technologies, Eugene, OR, USA). Samples from each plate were transferred and snapped frozen in 2 mL microcentrifuge tubes. TRIzol lysed RGC samples were stored in −80 °C until total RNA isolation was performed.

### Total RNA isolation

Total RNA from RGCs samples were isolated using a TRIzol/spin column-based nucleic acid extraction kit (Direct-Zol) (#R2050, Zymo Research, Irvine, CA, USA) according to manufacturer’s protocol. Linear Acrylamide [5 µg] (#AM9520, Life Technologies, Eugene, OR, USA) was added to each lysed RGC samples to be a co-precipitant, facilitating in higher precipitation of nucleic acids. Linear Acrylamide does not affect downstream RNA applications. DNase1 was added to the RNA extraction kit to remove genomic DNA. Total RNA was eluted in 50 µL of nuclease-free water. Total RNA quality and yield were assessed with the 2100 Bioanalyzer instrument using the Agilent 6000 kit (#5067-1513, Agilent, Santa Clara, CA, USA). Samples with RIN values > 7 were utilized in the study. For each treatment group [Control (n = 12), Mild IOP (n = 12), and Moderate IOP (n = 6)], 300 pg of total RNA per treated retina were pooled into a common sample and then split into triplicate technical replicates for sequencing.

### Quantitative Real-Time PCR

Intercalating dye primers targeting specific genes of interest were purchased from Integrated DNA Technologies, PrimeTime Predesigned qPCR assays or designed by NCBI Primer-BLAST. cDNA construction and the determination of quantitative expression of genes of interest (Supplementary Table S6) were performed using the iTaq Universal SYBR Green One-Step Kit (#1725151, Bio-Rad, Hercules, CA, USA). Conditions for qPCR reactions were followed accordingly to the manufacturer’s recommendation. qPCR reactions were run in triplicates and averaged. Housekeeping genes, *Hprt*, *Tubb5*, and *Ppia*, ran alongside our genes of interest, were *Hprt* was the most stable internal control and used for normalizing our genes of interest. Fold gene expression value were determined with the comparative C_t_ method (2^−ΔΔCt^). To determine statistical significance of *Rho* and *Pou4f2* in our isolated RGC samples compared to whole retinal sample, a 2-way ANOVA using the Sidak’s multiple comparison test was utilized (****P < 0.0001) A one-tailed unpaired t-test was performed to determine the significance of the genes of interest to validate the RNA sequencing (*P < 0.05; **P < 0.01; ****P < 0.0001).

### Immunocytochemistry and RGC Characterization

Immunocytochemistry was performed from 5 different RGC isolation preparations. A total of 10 mice (5 males and 5 females) were used. Two mice were utilized in each immunocytochemistry experiment. 50,000 RGCs were seeded onto each glass coverslips (#1254582, Fisher Scientific, Hampton, NH, USA) coated with poly-D-lysine (#P6407, Sigma-Aldrich, St. Louis, MO, USA). Cells were immediately fixed in 4% PFA for 15 mins at room temperatures and then permeabilized with 0.1% Triton X-100 for 5 mins. Blocking with 5% BSA and 5% normal donkey serum was performed for 1 hour at room temperature and then cells were incubated with rabbit anti-RBPMS (1:250 dilution, #1830-RBPMS, PhosphoSolutions, Aurora, CO, USA) and mouse anti-TUJ1 (1:300 dilution, #MMS-435P, San Diego, CA, USA) antibodies overnight in a moist chamber at 4 °C. The next morning, cells were then incubated in appropriated secondary Alexa Fluor conjugated antibodies (1:1000 dilution, #A21207, #A21203, Thermo Fisher Scientific, Waltham, MA, USA) for 1 hour at room temperature. Prolong Diamond antifade with DAPI (#P36971, Thermo Fisher Scientific, Waltham, MA, USA) was then applied to slides where coverslips were then placed on. Images were taken on a Leica DMi8 inverted microscope (Buffalo Grove, IL, USA). A total of six images were acquired per coverslip at x10 magnification using a fixed 3 × 2 grid. The diameters in each individual cell were measured in each image. The cell size distribution was obtained using ImageJ (NIH) to measure cell diameter from brightfield images. Counting of the RBPMS staining was performed in a masked manner where RBPMS staining was compared to DAPI staining to determine a positive cell. Viability was determined immediately after the trypsinization of the cells following the 4-step immunopanning technique. Dead cells were stained with Trypan Blue (0.4%; #15250061, Gibco, Waltham, MA, USA) and viability was determined with the Countess Cell Counter (#C10281, Invitrogen, Carlsbad, CA, USA).

### Library Preparation and RNA Sequencing

The RNA sequencing libraries were generated according to SMART-seq v4 Ultra low input RNA kit (#634888, Takara Clontech, Mountain View, CA, USA). In brief, purified RNA was incubated with lysis buffer for 5 minutes, 3-SMART-seq CDS primer II (modified Oligo-dT primer) and V4 oligonucleotide were added to isolated RNA for first stranded cDNA synthesis. cDNA was amplified using PCR Primer II A, and subsequently purified using Ampure XP beads (#A63880, Beckman Coulter Life Science, Indianapolis, IN, USA). The Illumina library was prepared using Nextera XT DNA library preparation kit (#FC-131–1024, Illumina, San Diego, CA, USA), and sequenced using Illumina HiSeq2500 using 2 × 100 bp flow cell for 20 million paired-end reads per sample. Library preparation and sequencing was performed at the Human Genome Sequencing Center (Baylor College of Medicine, Houston, TX).

### Differential Gene Expression (DEGs) and Pathway Analysis

Reads were aligned to the mm10 *Mus musculus* genome assembly and transcriptome using a bowtie2 (v2.2.3), cufflinks (v2.2.1), and cuffdiff pipeline^67–69^ on the MD Anderson High Powered Computing core facility. Data were processed using R (v3.4.1) using the Bioconductor libraries (v3.7) cummeRbund and DEseq2. Cuffdiff Q-value (False Discovery Rate (FDR) corrected P-value) was set at 0.1 for the differential expression analysis. Genes with an FDR < 0.1 along with Log_2_ fold changes ≥|0.5849| (≥0.5849 = Fold Change (FC) > 1.5; ≤0.549 = FC < 0.666) were considered to be significantly up- or downregulated differently expressed genes (DEGs). Pathway analysis and disease and biology functions were determined by QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN, Germantown, MD, USA). The list of genes (genes with FDR < 0.1) from the Mild and Moderate IOP groups were inputted into IPA. Significant canonical pathways, disease and biology functions were determined with threshold set at −log(P-value) > 1.3 and/or activation z-score of ≥|2|.

### Statistical Analysis

GraphPad Prism 7 (La Jolla, CA, USA) was used to perform our statistical analysis. One-tailed t-test, 1-way, and 2-way ANOVAs were performed with appropriate post hoc test as stated in the methods above. Statistical significance of the experimental data was described as *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data are presented as mean ± SEM.

## Supplementary information

Supplementary Information

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE122205.

# Supplementary material for: Transcriptomic profiles of retinal ganglion cells are defined by the magnitude of intraocular pressure elevation in adult mice
**Source:** Sci Rep. 2019 Feb 22;9:2594. doi: 10.1038/s41598-019-39141-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Title:** Transcriptomic profiles of retinal ganglion cells are defined by the magnitude of intraocular pressure elevation in adult mice

**Authors:** Yong H. Park, Joshua D. Snook, Edwin J. Ostrin, Sangbae Kim, Rui Chen, Benjamin J. Frankfort

Supplementary Figures S1 to S3

Supplementary Tables S1 to S6

Supplementary Figure S1

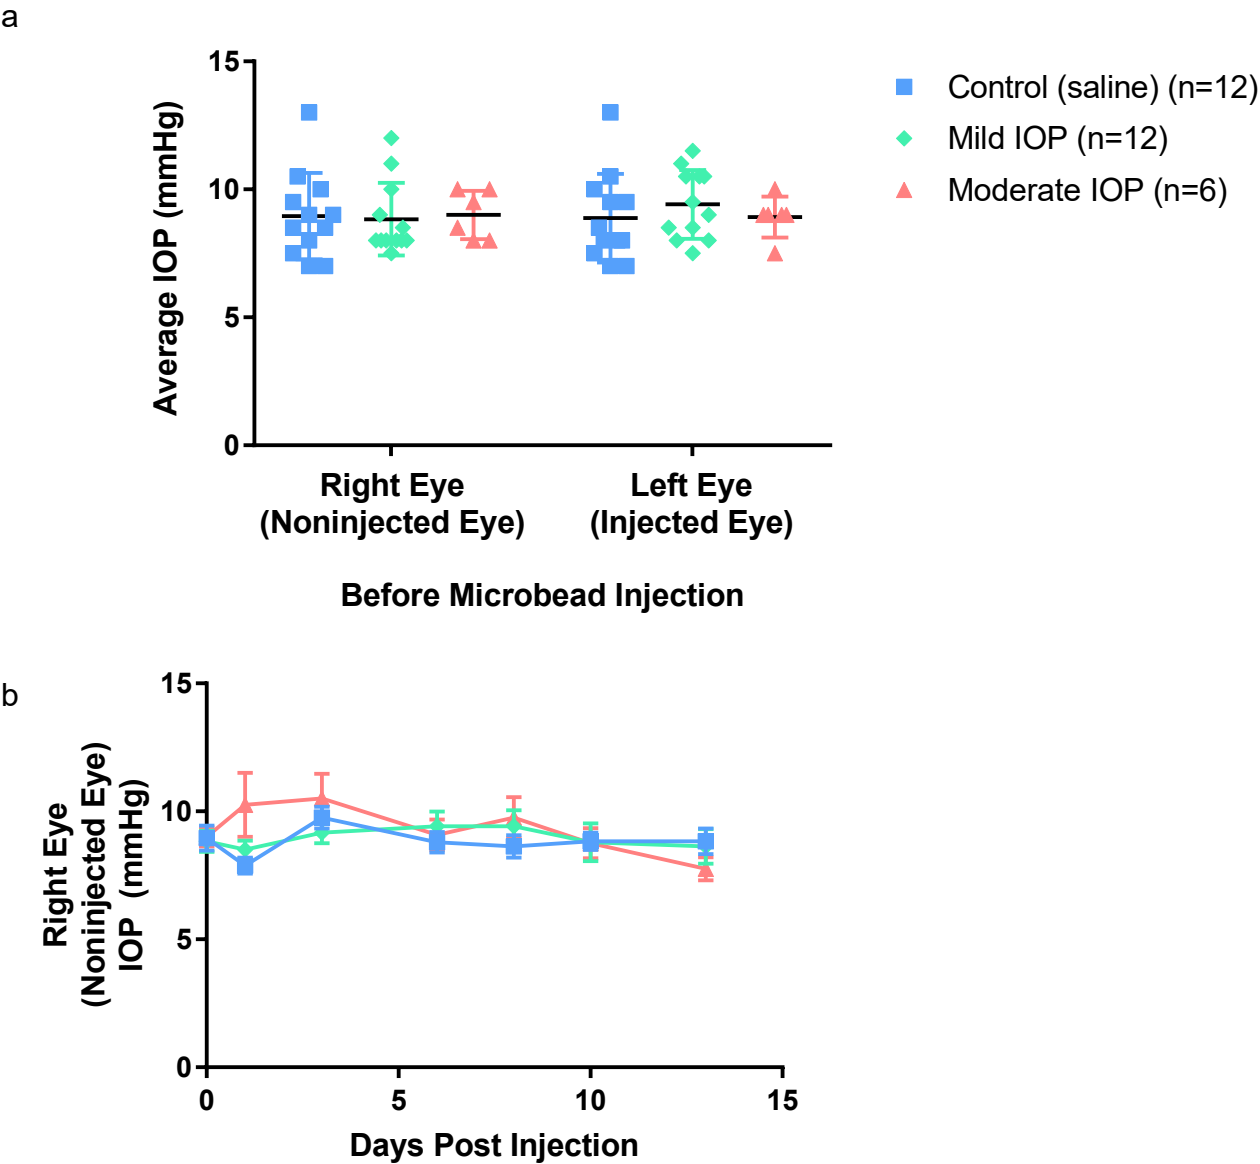

Figure S1. IOP measurements before and after microbead injection

IOP measurements of both right (noninjected) and left (injected) eye before microbead injection for all treatment groups (a). Average IOP measurements of right (noninjected) eye for all treatment groups for a period of 2 weeks following injection (b).

Supplementary Figure S2

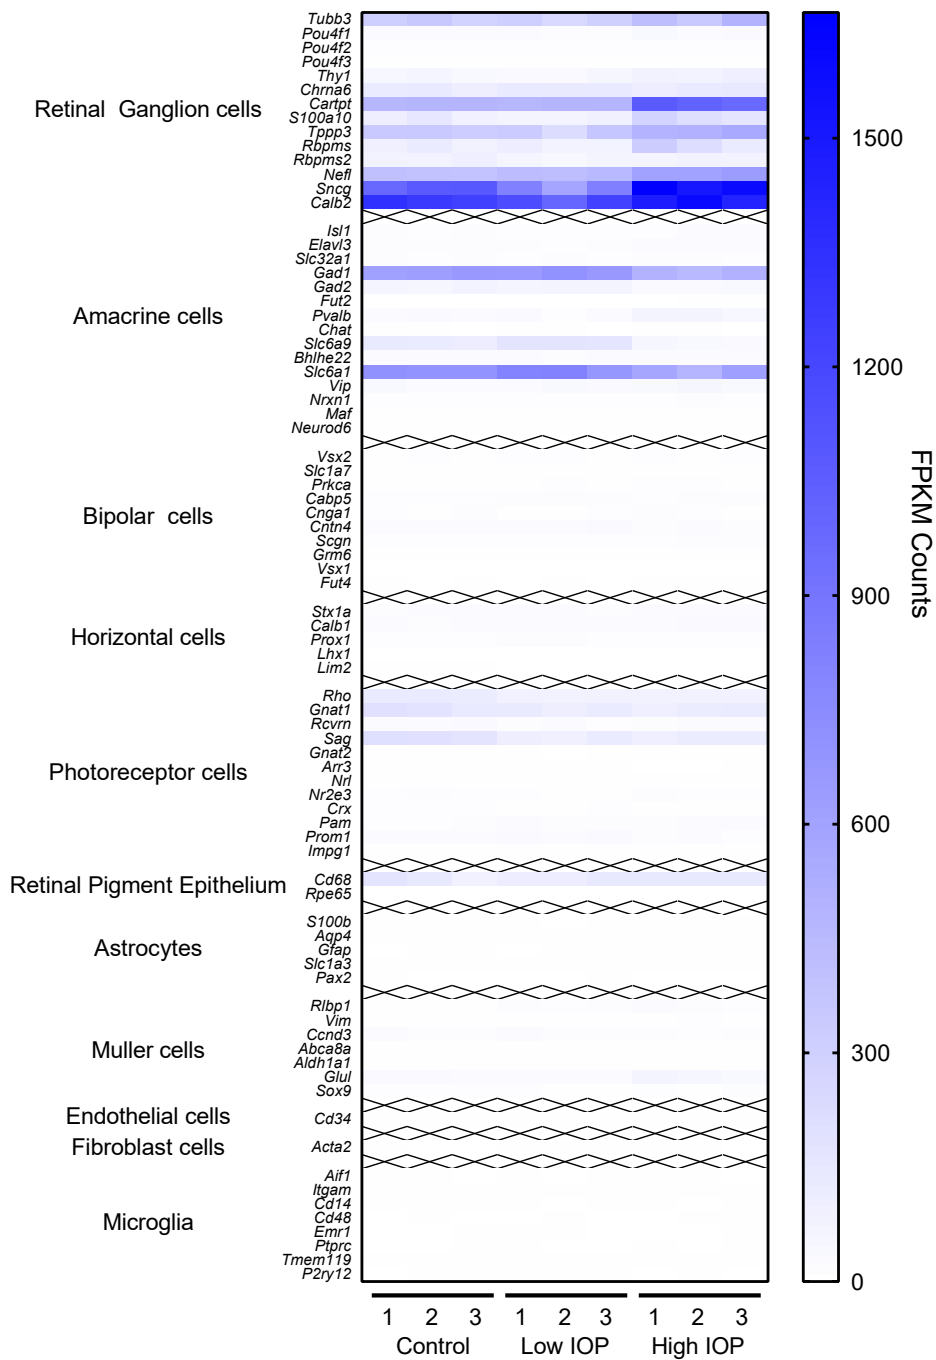

Figure S2. Confirmation of RGC purity in samples through RNA Sequencing

Transcriptome profile of each RNA sample was identified through RNA sequencing and normalized by FPKM. Retinal cell marker FPKM expression counts were compared among treatment groups. 

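FPKM relates the fragments of a gene to its transcript length and to the depth of its library, so a marker can be read beside markers of other genes in the same pool. Each cell type was summarized by the median FPKM of its markers over the libraries. It was 4.84 FPKM for 10 bipolar cell markers, 10.5 FPKM for 5 horizontal cell markers, 10.9 FPKM for 12 photoreceptor markers and 4.26 FPKM for 7 Müller cell markers. The median was 1.26 FPKM for 5 astrocyte markers, 0.712 FPKM for 2 markers of the retinal pigment epithelium and 0.404 FPKM for 8 microglia markers. The single markers of endothelial cells and fibroblasts had medians of 0.244 and 0.161 FPKM. Single markers were well above the median of their type. The photoreceptor gene Gnat1 had a scaled FPKM of 147 ± 21.3 in Control, 105 ± 11.5 in Mild IOP and 98.7 ± 12.7 in Moderate IOP. The Müller cell marker Glul had 30.0 ± 2.59, 23.3 ± 2.28 and 46.7 ± 10.2. Rlbp1, another Müller cell marker, had 4.46 ± 0.156, 12.4 ± 4.2 and 14.5 ± 6.5. Its log2 fold-change was 1.24 in Mild IOP (FDR = 0.2, limma) and 1.43 in Moderate IOP (FDR = 0.068).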

High expression of expected RGC markers was consistently detected, with minimal expression of markers for other retinal cell types.

## Supplementary Figure S3

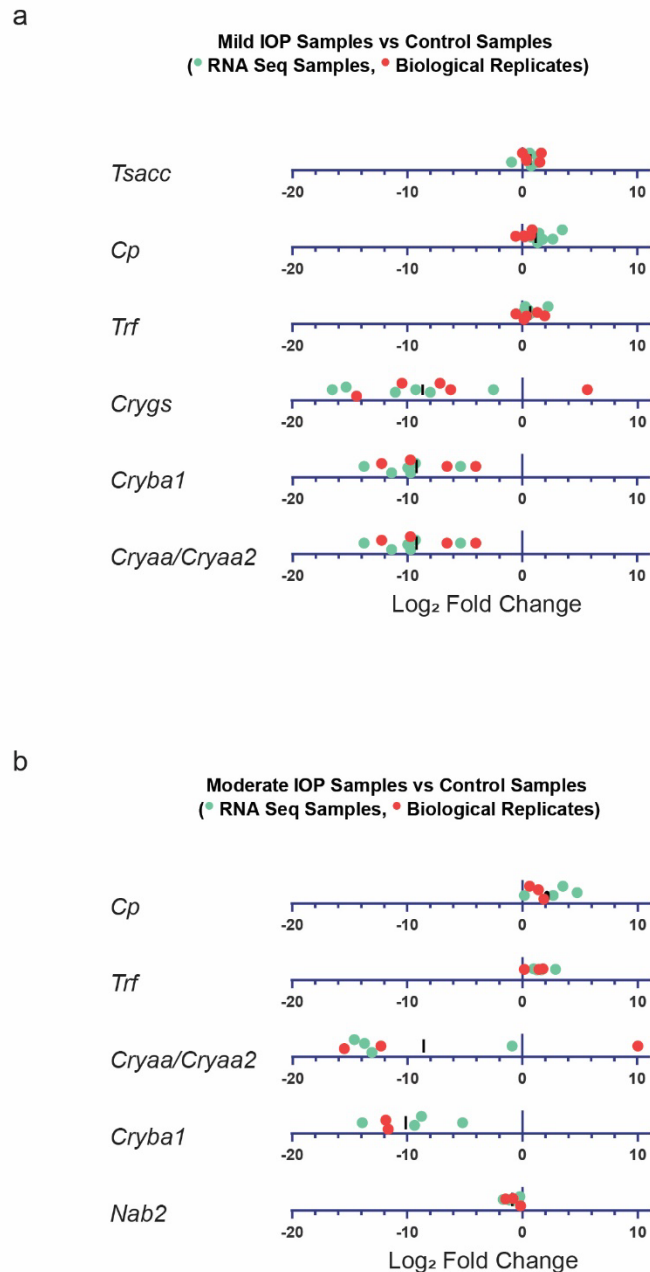

**Figure S3. qPCR validation of Mild and Moderate IOP DEGs Identified through RNA Sequencing**

Validation of selected DEGs from Mild (a) and Moderate (b) IOP groups were confirmed by qPCR using RNA sequencing samples and a new cohort of biological samples. Graphical Log<sub>2</sub> Fold Change expression of selected DEGs from initial RNA sequencing samples (green) and confirmatory biological replicates (red) compared to controls.

| Gene Symbol          | Gene Name                                                | Gene Accession | Mild IOP<br>Log <sub>2</sub><br>Fold-<br>Change | Moderate<br>IOP<br>Log <sub>2</sub><br>Fold-<br>Change |
|----------------------|----------------------------------------------------------|----------------|-------------------------------------------------|--------------------------------------------------------|
| <b>Upregulated</b>   |                                                          |                |                                                 |                                                        |
| <i>Gm20257</i>       | caspase 8 pseudogene                                     | NR_045007      | ∞                                               | ∞                                                      |
| <i>Cp</i>            | ceruloplasmin                                            | NM_007752      | 2.07                                            | 2.50                                                   |
| <i>Ubc</i>           | ubiquitin C                                              | NM_019639      | 1.62                                            | 1.30                                                   |
| <i>Gabbr2</i>        | gamma-aminobutyric acid type A receptor rho2 subunit     | NM_008076      | 1.15                                            | 1.08                                                   |
| <i>Trf</i>           | transferrin                                              | NM_133977      | 1.10                                            | 2.41                                                   |
| <i>Cyb561</i>        | cytochrome b561                                          | NM_007805      | 0.84                                            | 1.13                                                   |
| <i>C1orf216</i>      | chromosome 1 open reading frame 216                      | NM_001145950   | 0.84                                            | 1.36                                                   |
| <i>Gnpda2</i>        | glucosamine-6-phosphate deaminase 2                      | NM_001038015   | 0.83                                            | 0.70                                                   |
| <i>Kif2a</i>         | kinesin family member 2A                                 | NM_008442      | 0.80                                            | 1.16                                                   |
| <i>Ophn1</i>         | oligophrenin 1                                           | NM_052976      | 0.72                                            | 0.82                                                   |
| <i>Them4</i>         | thioesterase superfamily member 4                        | NM_029431      | 0.70                                            | 0.69                                                   |
| <i>Tigd2</i>         | tigger transposable element derived 2                    | NM_001081145   | 0.69                                            | 1.05                                                   |
| <i>Usp1</i>          | ubiquitin specific peptidase 1                           | NM_146144      | 0.66                                            | 0.66                                                   |
| <i>Tet1</i>          | tet methylcytosine dioxygenase 1                         | NM_027384      | 0.66                                            | 0.78                                                   |
| <i>Epha4</i>         | EPH receptor A4                                          | NM_007936      | 0.66                                            | 1.00                                                   |
| <i>Vipr2</i>         | vasoactive intestinal peptide receptor 2                 | NM_009511      | 0.64                                            | 0.74                                                   |
| <b>Downregulated</b> |                                                          |                |                                                 |                                                        |
| <i>Cryba1</i>        | Crystallin Beta A1                                       | NM_009965      | -∞                                              | -∞                                                     |
| <i>Crygb</i>         | Crystallin Gamma B                                       | NM_144761      | -∞                                              | -∞                                                     |
| <i>Crygc</i>         | Crystallin Gamma C                                       | NM_007775      | -∞                                              | -∞                                                     |
| <i>Crygs</i>         | Crystallin Gamma S                                       | NM_009967      | -∞                                              | -∞                                                     |
| <i>Cryaa/Cryaa2</i>  | Crystallin Alpha A                                       | NM_013501      | -7.34                                           | -∞                                                     |
| <i>Kcnu1</i>         | Potassium Calcium-Activated Channel Subfamily U Member 1 | NM_008432      | -1.30                                           | -1.32                                                  |
| <i>Gtf2h3</i>        | General Transcription Factor Iih Subunit 3               | NM_181410      | -0.95                                           | -0.93                                                  |
| <i>Phgdh</i>         | Phosphoglycerate Dehydrogenase                           | NM_016966      | -0.88                                           | -1.08                                                  |
| <i>Tnfaip3</i>       | Tnf Alpha Induced Protein 3                              | NM_009397      | -0.88                                           | -1.24                                                  |
| <i>Cacnb1</i>        | Calcium Voltage-Gated Channel Auxiliary Subunit Beta 1   | NM_145121      | -0.81                                           | -1.05                                                  |
| <i>Bcam</i>          | Basal Cell Adhesion Molecule                             | NM_020486      | -0.80                                           | -0.89                                                  |
| <i>Kiaa1211l</i>     | Kiaa1211 Like                                            | NM_028096      | -0.68                                           | -1.74                                                  |
| <i>Stc1</i>          | Stanniocalcin 1                                          | NM_009285      | -0.66                                           | -0.68                                                  |
| <i>Cavin3</i>        | Caveolae Associated Protein 3                            | NM_028444      | -0.63                                           | -0.94                                                  |
| <i>Rassf1</i>        | Ras Association Domain Family Member 1                   | NM_019713      | -0.63                                           | -0.69                                                  |
| <i>Tob2</i>          | Transducer Of Ergb2, 2                                   | NM_020507      | -0.62                                           | -0.72                                                  |
| <i>Tgfb3</i>         | Transforming Growth Factor Beta 3                        | NM_009368      | -0.61                                           | -0.87                                                  |

**Supplementary Table S1. DEGs Regulated in the Same Direction After Both Mild and Moderate Elevation of IOP**

| Gene Symbol  | Gene Name                                       | Gene Accession | Mild IOP<br>Log <sub>2</sub><br>Fold-<br>Change | Moderate<br>IOP<br>Log <sub>2</sub><br>Fold-<br>Change |
|--------------|-------------------------------------------------|----------------|-------------------------------------------------|--------------------------------------------------------|
| <i>Txn1</i>  | thioredoxin                                     | NM_011660      | -0.70                                           | 0.61                                                   |
| <i>Fxyd7</i> | FXD domain containing ion transport regulator 7 | NM_022007      | -0.78                                           | 0.86                                                   |
| <i>Ebpl</i>  | emopamil binding protein like                   | NM_026598      | -0.79                                           | 0.81                                                   |

**Supplementary Table S2. DEGs Regulated in the Opposite Direction After Both Mild and Moderate Elevation of IOP**

| Canonical Pathways                      | -log(P-value) | # of Genes<br>Overlap with<br>IPA Data Set | Upregulated Genes<br>Overlap with IPA<br>Data Set | Downregulated<br>Genes Overlap with<br>IPA Data Set |
|-----------------------------------------|---------------|--------------------------------------------|---------------------------------------------------|-----------------------------------------------------|
| <b>Mild IOP</b>                         |               |                                            |                                                   |                                                     |
| Oxidative Phosphorylation               | 36.5          | 44/109                                     | 0/109 (0%)                                        | 44/109 (40%)                                        |
| Mitochondrial Dysfunction               | 32.4          | 49/171                                     | 0/171 (0%)                                        | 49/171 (29%)                                        |
| EIF2 Signaling                          | 31.8          | 54/227                                     | 1/221 (0%)                                        | 53/221 (24%)                                        |
| Sirtuin Signaling Pathway               | 12.1          | 37/292                                     | 1/292 (0%)                                        | 36/292 (12%)                                        |
| Regulation of eIF4 and p70S6K Signaling | 8.3           | 22/163                                     | 1/157 (1%)                                        | 21/157 (13%)                                        |
| <b>Moderate IOP</b>                     |               |                                            |                                                   |                                                     |
| Mitochondrial Dysfunction               | 5.6           | 21/171                                     | 18/171 (11%)                                      | 3/171 (2%)                                          |
| Oxidative Phosphorylation               | 5.4           | 16/109                                     | 16/109 (15%)                                      | 0/109 (0%)                                          |
| NRF2-mediated Oxidative Stress Response | 4.7           | 22/199                                     | 14/199 (7%)                                       | 8/199 (4%)                                          |
| 14-3-3-mediated Signaling               | 4.6           | 17/137                                     | 9/137 (6%)                                        | 8/137 (6%)                                          |
| Gap Junction Signaling                  | 4.4           | 21/201                                     | 7/201 (4%)                                        | 14/201 (7%)                                         |

**Supplementary Table S3. Top 5 Canonical Pathways Activated in Both Mild and Moderate Elevation of IOP**

| Categories                                           | Genes ( <i>n</i> ) | P-value Range       |
|------------------------------------------------------|--------------------|---------------------|
| <b>Diseases and Disorders</b>                        |                    |                     |
| Cancer                                               | 155                | 1.83E-02 – 6.96E-34 |
| Organismal Injury and Abnormalities                  | 318                | 1.83E-02 – 6.96E-34 |
| Tumor Morphology                                     | 75                 | 1.79E-02 – 6.96E-34 |
| Developmental Disorder                               | 57                 | 1.45E-02 – 2.16E-11 |
| Hereditary Disorder                                  | 122                | 1.56E-02 – 2.16E-11 |
| <b>Molecular and Cellular Functions</b>              |                    |                     |
| RNA Damage and Repair                                | 58                 | 2.43E-03 – 9.47E-43 |
| Protein Synthesis                                    | 145                | 8.02E-03 – 5.90E-37 |
| Cell Death and Survival                              | 231                | 1.83E-02 – 6.96E-34 |
| Cell Signaling                                       | 56                 | 1.89E-02 – 1.42E-20 |
| Post-Translational Modification                      | 89                 | 8.02E-03 – 1.42E-20 |
| <b>Physiological System Development and Function</b> |                    |                     |
| Behavior                                             | 44                 | 1.30E-02 – 6.25E-05 |
| Organismal Functions                                 | 34                 | 1.34E-03 – 6.25E-05 |
| Embryonic Development                                | 34                 | 1.83E-02 – 1.06E-04 |
| Nervous System Development and Function              | 89                 | 1.78E-02 – 1.06E-04 |
| Organ Development                                    | 36                 | 1.70E-02 – 1.06E-04 |

**Supplementary Table S4. Top 5 Diseases and Bio Functions Identified in Mild Elevation of IOP**

| Categories                                           | Genes ( <i>n</i> ) | P-value Range       |
|------------------------------------------------------|--------------------|---------------------|
| <b>Diseases and Disorders</b>                        |                    |                     |
| Neurological Disease                                 | 328                | 8.30E-04 – 6.79E-18 |
| Skeletal and Muscular Disorder                       | 112                | 3.12E-04 – 7.69E-18 |
| Cancer                                               | 775                | 8.13E-04 – 3.03E-15 |
| Organismal Injury and Abnormalities                  | 790                | 8.30E-04 – 3.03E-15 |
| Psychological Disorder                               | 187                | 8.28E-04 – 3.66E-14 |
| <b>Molecular and Cellular Functions</b>              |                    |                     |
| Cellular Assembly and Organization                   | 236                | 7.78E-04 – 6.83E-17 |
| Cellular Function and Maintenance                    | 263                | 8.09E-04 – 6.83E-17 |
| Cell Morphology                                      | 236                | 8.02E-04 – 7.48E-17 |
| Cellular Development                                 | 296                | 7.28E-04 – 7.48E-17 |
| Cellular Growth and Proliferation                    | 266                | 7.28E-04 – 7.48E-17 |
| <b>Physiological System Development and Function</b> |                    |                     |
| Nervous System Development and Function              | 269                | 8.30E-04 – 7.48E-17 |
| Organismal Functions                                 | 252                | 8.30E-04 – 7.48E-17 |
| Tissue Development                                   | 238                | 7.00E-04 – 7.48E-17 |
| Organismal Survival                                  | 246                | 8.12E-04 – 1.97E-13 |
| Behavior                                             | 140                | 6.05E-04 – 1.28E-11 |

**Supplementary Table S5. Top 5 Diseases and Bio Functions Identified in Moderate Elevation of IOP**

| #  | Gene Target         | Forward<br>or<br>Reverse<br>Primers | Primer Sequence (5'-3')                                        | IDT PrimeTime® qPCR<br>Primers Assay ID | Product<br>Size<br>(bp) |
|----|---------------------|-------------------------------------|----------------------------------------------------------------|-----------------------------------------|-------------------------|
| 1  | <i>Tsacc</i>        | F'-<br>R'-                          | GAC CAT CCA GAC AAA GCT GT<br>AGC TAT CTG TCG TTG AGC AAG      | Mm.PT.56a.32791036                      | 121                     |
| 2  | <i>Cp</i>           | F'-<br>R'-                          | GAC GGA CAT CTT CAC TGG AG<br>CTG TGT ACT CAC GAT ATG CCA T    | Mm.PT.58.12453979                       | 122                     |
| 3  | <i>Trf</i>          | F'-<br>R'-                          | AGA TAG AGT GTG AGT CAG CAG A<br>TCT CGT AGT ACT CTG CCA TGA   | Mm.PT.58.23794874                       | 147                     |
| 4  | <i>Crygs</i>        | F'-<br>R'-                          | CAA TGT CTA AAA CTG GAG GCA AG<br>TTA GGT ACG AGC GGA AGT CT   | Mm.PT.58.10545508                       | 105                     |
| 5  | <i>Cryba1</i>       | F'-<br>R'-                          | GAG CAA TGC CTA TCA TAT TGA GC<br>CAC TGG CGT CCA ATA AAG TTC  | Mm.PT.58.29082641                       | 114                     |
| 6  | <i>Cryaa/Cryaa2</i> | F'-<br>R'-                          | TCT TGG ACG TGA AGC ACT T<br>CAT TGG AAG GCA GAC GGT AG        | Mm.PT.58.41330088                       | 150                     |
| 7  | <i>Nab2</i>         | F'-<br>R'-                          | TGG CAG AGG GGA TAA CAC A<br>GTA GTA AGA GAG GAG GTT GGC       | Mm.PT.58.9432256                        | 136                     |
| 8  | <i>Pou4f2</i>       | F'-<br>R'-                          | GCA GTC TCC ACT TGG TGC TTA C<br>TTC CCC CTA CAA ACA AAC CTC C |                                         | 149                     |
| 9  | <i>Rho</i>          | F'-<br>R'-                          | CGC ACA CCC CTC AAC TAC AT<br>CAG GGC GAT TTC ACC TCC AA       |                                         | 171                     |
| 10 | <i>Hprt</i>         | F'-<br>R'-                          | TCA GTC AAC GGG GGA CAT AAA<br>GGG GCT GTA CTG CTT AAC CAG     |                                         | 142                     |
| 11 | <i>Ppia</i>         | F'-<br>R'-                          | CAA ACA CAA ACG GTT CCC AG<br>TTC ACC TTC CCA AAG ACC AC       | Mm.PT.39a.2.gs                          | 85                      |
| 12 | <i>Tubb5</i>        | F'-<br>R'-                          | TCT TGT TCG GTA CCT ACA TTG G<br>TCG CTT ATC ACC TCC CAG AA    | Mm.PT.58.28837085                       | 135                     |

**Supplementary Table S6. Primers for Quantitative Real-Time PCR**

How the deposited data were processed for this re-analysis (not part of the article)

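RGCs were isolated from saline-injected Control eyes and from eyes with Mild or Moderate IOP elevation 2 weeks after injection, and the RNA of each group was pooled and divided into 3 technical replicates. Groups and replicate numbers were taken from the sample labels, and these replicate numbers are the only source of the pairing between libraries. All comparisons between groups are comparisons between pools, so their standard errors and p-values cover technical variation and not variation between animals. Neither the paper nor the labels name a sequencing batch, so none could be examined.

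The authors aligned the reads to mm10 with bowtie2, estimated gene expression with cufflinks and tested it with cuffdiff. The deposited values are FPKM per gene locus, estimated by the authors separately for each of the 9 libraries, each with a confidence interval and a mark for failed estimates. Genes with a failed estimate in any library were left out of the tests. FPKM of loci with the same symbol were summed. No library totals accompany the FPKM, so the number of fragments behind each value was derived from its confidence interval as (2 × FPKM / (upper bound − FPKM)) squared. Library depth was derived from genes with a transcript length of at least 2000 nt and at least 100 such fragments, with transcript lengths from GENCODE mouse release M21. The derived depths lay between 4820000 and 8760000 fragments. Set against the product of FPKM, transcript length and depth, the derived number had a median ratio of 0.99 between 1 and 10 FPKM, 0.91 between 10 and 100 FPKM, 0.70 between 100 and 1000 FPKM and 0.48 between 1000 and 10000 FPKM. It is therefore too low for many abundant genes. A value that rests on few fragments is imprecise.

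Libraries were scaled by median-of-ratios factors over all 9 libraries, and the logarithm to base 2 was taken after adding a pseudocount of 1. Genes with a mean scaled FPKM of at least 0.5 were fitted with limma 3.58.1 in R 4.3.3, as group means over all 9 libraries with empirical Bayes moderation and a trend of variance with expression. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and DEGs were defined as in the paper, by an FDR below 0.1 and, where stated, a fold-change of at least 1.5 (Log2 fold-change of at least 0.5849). Mild IOP and Moderate IOP were each compared with Control and with each other. PCA, hierarchical clustering, permutation tests and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Agreement of the libraries with the treatment groups was tested exactly over all 280 ways to form 3 groups of 3. Overlap of DEG lists was tested with Fisher's exact test.

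Gene sets for oxidative phosphorylation and ribosomal proteins were defined by gene symbol. The median log2 fold-change of a set was compared with 10000 random lists of the same size, drawn from 20 bins of mean expression, and with lists matched in 10 by 10 bins of expression and transcript length or GC content. The genes of the set stayed in the bins, so a random list could hold some of them. This draws the lists toward the set, most where few other genes share a bin. How far it did so was not examined. Lens genes, immediate early genes, sex-linked genes and the cell markers of Fig. S2 were used as written lists. The genes named in the text are every gene of Tables 1 to 3 and of Tables S1 and S2, the genes the paper names in its text, the 3 highest markers of each cell type in Fig. S2, and in each IOP group the 3 genes with the largest rise and the 3 with the largest fall among DEGs whose replicates all lay on one side of all Control replicates. Sex-linked genes were named as well. Some single genes that this rule selects are not reported here.

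The fit was tested on simulated data with the same number of libraries and 13043 genes. Of 200 genes given a change, 161 were recovered (80.5%), with 9 false calls, and 0 calls were made in a comparison without change. The changed genes were drawn only from better expressed genes. Their shifts were larger than the fold-change criterion, and the noise was normal and independent between genes. The recovery therefore does not hold for genes with low FPKM or for smaller shifts. The set test found a simulated shift of −0.5 and called 4 of 100 random lists at a share below 0.05. Alternatives were tried for the scaling, the pseudocount, the filter on low values, failed estimates, the groups entering the variance, a replicate block, the linkage and gene filter of the clustering, the matching of random lists, the trend with transcript length, and the leaving out of each library in turn.

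Pathway scores of Ingenuity Pathway Analysis, quantitative PCR, IOP measurements and immunopanning counts were not analysed here, and reads were not realigned. The cuffdiff tests of the authors were not rerun, as they start from aligned reads.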

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

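The tests of the sex-linked transcripts and of the shares of RGCs and amacrine cells were chosen only after the result was seen, and the removal of the trend with transcript length was added after the data were seen. The libraries of a group are replicates of a single pool, so in every result of this part an effect of the IOP level cannot be told apart from any other difference between the pools.

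The direct comparison of Moderate with Mild IOP, which the paper does not report, stood out because the 2 groups differed from each other in 1324 DEGs, more than either differed from Control. Among the 4 splits of these libraries that part all same-numbered pairs, 1 gave as many DEGs, the real one, and the share cannot fall below 0.05 with so few splits. The other splits gave at most 3 DEGs, but each of them mixes both pools, so the pool difference enters their variance and holds their counts down. Once the trend with transcript length was removed from each library, 363 of the 1324 DEGs remained. A difference between the pools in how well short and long transcripts were captured may therefore account for many of these DEGs, although a biological change in short transcripts would be removed by the same step. In the shortest group of genes, the log2 medians were −0.28, −0.58 and −0.16 in the Mild IOP replicates and 0.24, 0.18 and 0.12 in the Moderate IOP replicates. Replicates of a group split a single RNA pool, so a part of the length trend arose after the split. Genes on X and Y made up 4.5% of the 1324 DEGs and 3.3% of the other genes (Fisher's exact test, one-sided, odds ratio 1.41, p = 0.011). Xist, Ddx3y, Uty, Kdm5d and Eif2s3y were among those DEGs. The enrichment thus rests in part on transcripts already seen to differ. A different share of male and female retinas may therefore contribute. How many DEGs on other chromosomes it could reach was not examined. The median log2 difference of RGC markers exceeded that of amacrine markers by 0.5, at 0.67 and 0.17. Both medians moved the same way, whereas a shift from amacrine cells to RGCs should have moved them in opposite directions. However, 6 of the 13 tested amacrine markers differed at an FDR below 0.1, and they did not move as one. Slc6a9, with a log2 difference of −1.88 (FDR = 0.00022), and Gad1, with −0.48 (FDR = 0.02), moved against the amacrine median. With markers moving both ways, this median cannot decide whether the shares of RGCs and amacrine cells changed.

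Genes of oxidative phosphorylation stood out because all 3 Mild IOP libraries lay below and all 3 Moderate IOP libraries lay above the Control libraries, with a median log2 difference of 0.75 between the IOP groups. The difference was not tested for the set as a whole. Tested singly, 61 of the 85 genes were higher in Moderate than in Mild IOP and 1 was lower. In Mild IOP, the share of random lists as far out was 0.0001 with lists matched on transcript length and 0.0001 with lists matched on GC content, the smallest share they can give, and the median was −0.49 with the FPKM as deposited. Matching on GC content changed little, as the median GC content was 51.7% in the set and 50.7% in all tested genes. Scaling moved the set and the random lists together, from −0.54 against −0.224 to −0.49 against −0.175 with the FPKM as deposited and −0.24 against 0.022 with quantile normalization. Transcript length brought them closest, with −0.54 against −0.406 in lists matched on length and −0.16 against −0.073 once the length trend was removed. The matched lists could hold genes of the set itself, which brings them closer to it. Length may thus account for a large part of the shift in Mild IOP, which these lists may overstate, but left a part of it. In Moderate IOP, the share was 0.0004 with lists matched on GC content, and the median was 0.20 with the FPKM as deposited and 0.08 with quantile normalization (share 0.0051), but with lists matched on transcript length it was 0.18. The rise in Moderate IOP may thus be a part of the general rise of short transcripts. The matched lists cannot decide this, as they could hold genes of the set. For both groups the exact permutation p of the set score was 0.1, the smallest possible with 3 libraries against 3, so this test could not have told either shift apart from a difference between splits of the pools. The Control libraries lay between −0.05 and 0.06.

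Ribosomal protein genes stood out in the same way, with a median log2 difference of 0.94 between the IOP groups, which was again not tested as a set, and 70 of 82 genes higher in Moderate IOP when tested singly. In Mild IOP the share of random lists was 0.0001 when matched on length and 0.0001 when matched on GC content, and the median was −0.58 with the FPKM as deposited and −0.39 with quantile normalization. In Moderate IOP the share was 0.031 when matched on length and 0.0001 when matched on GC content, and the median was 0.23 with the FPKM as deposited and 0.13 with quantile normalization. Once the length trend was removed, the median in Moderate IOP was 0.06, with a share of 0.10. Transcript length may therefore account for a large part of the rise in Moderate IOP. In Mild IOP the median was −0.63 against −0.449 in lists matched on length, and −0.26 against −0.068 once the length trend was removed. Length may thus account for a large part of the fall in Mild IOP as well, but left a part of it. As the matched lists could hold genes of the set, they may overstate the part of length in both groups. The exact permutation p of the set score was 0.1 in both groups, the smallest possible, so this test decides nothing.

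Sex-linked transcripts, which the paper does not discuss, stood out because they differed between the IOP pools. Between Moderate and Mild IOP the log2 difference was 2.12 for Xist (FDR = 0.0052, limma), −2.88 for Ddx3y (FDR = 0.0016), −1.21 for Uty (FDR = 0.077), −1.59 for Kdm5d (FDR = 0.018) and −3.20 for Eif2s3y (FDR = 0.0063). Each of the 4 Y-linked genes moved against Xist. With the FPKM as deposited the difference of Xist was 2.07, so the median-of-ratios factors did not account for it. These factors lay between 0.983 and 1.058, and the check says nothing about the scaling within FPKM itself. A candidate explanation is that the pools held different shares of male and female retinas, with the largest share of males in Mild IOP and the largest share of females in Moderate IOP. The paper used female and male mice, and the sample labels do not give the sex of those in each pool. An effect of IOP on these transcripts was not tested separately.

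Lens genes other than crystallins stood out because they were lower in Mild IOP, with a median log2 fold-change of −0.27 (9 of 10 genes lower, share of random lists 0.0034). In Moderate IOP the median was −0.21 (8 of 10 lower) and the share was 0.063. The difference between the IOP groups was not tested. Lens tissue carried over into the Control pool is a candidate explanation for these genes and for the crystallins, since most of both were lower in both IOP groups. The other lens genes lay outside the random lists in Mild IOP and not in Moderate IOP, and only 3 of these 10 genes reached a mean scaled FPKM of 0.5. Of these 3, 1 lens membrane gene had a log2 fold-change of −2.12 in both groups (FDR = 0.011 in Mild IOP and 0.0052 in Moderate IOP), from 22, 16 and 9.59 fragments in the Control libraries to 0 in all others. It kept this call in all 9 fits that each left out 1 library. The set as a whole does not settle the matter, and in these libraries the fall of the crystallins cannot be told apart from lens carry-over. An effect of IOP elevation on crystallin expression in RGCs also remains possible. The paper reports similar qPCR trends for selected genes in additional animals of all groups (Fig. S3). Those values were not analysed here, and the paper's text does not name the genes.

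Immediate early genes stood out in Mild IOP, with a median log2 fold-change of −0.17 (11 of 14 genes lower, share of random lists 0.034). In Moderate IOP the median was 0.02 with a share of 0.83. Tested singly, 2 of the 12 tested genes were lower in Mild IOP at an FDR below 0.1 (log2 fold-changes of −0.86 and −0.96) and 1 was higher in Moderate IOP (0.93), and between Moderate and Mild IOP 4 were higher and 0 lower. After adjustment for both groups the share in Mild IOP was 0.067, so a shift of the set during cell isolation was not shown. No biological explanation was tested.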

How the results depend on the processing

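The alternatives below were set before the data were examined, apart from the removal of the trend with transcript length and the random lists matched on GC content, which were chosen after seeing the data. No median of the oxidative phosphorylation or ribosomal protein genes changed its sign, and single genes that did are listed in the last paragraph. For the counts of DEGs that moved by more than 1.5 times, and for the sets that lost their place outside the random lists, the cause was not tested unless stated.

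With the FPKM as deposited there were 33 DEGs in Mild IOP in place of 52, and 32 downregulated in place of 50. Quantile normalization gave 19 and 18. Without a filter on low values there were 24 DEGs in Mild IOP, 3 upregulated in place of 1 and 20 downregulated, 74 upregulated DEGs in Moderate IOP in place of 118, and 0 oppositely regulated DEGs in place of 1 (13 at an unadjusted p below 0.05). A pseudocount of 0.1 gave 0 upregulated DEGs in Mild IOP (246 at an unadjusted p below 0.05) and 0 oppositely regulated DEGs (18 at an unadjusted p below 0.05).

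When only the groups compared entered the fit, Mild IOP had 11 DEGs, 0 upregulated (259 at an unadjusted p below 0.05) and 11 downregulated. Moderate IOP had 134 DEGs in place of 240, 75 upregulated and 50 downregulated in place of 103. There were 8 shared DEGs in place of 16, 8 commonly downregulated in place of 14, and 0 oppositely regulated (14 at an unadjusted p below 0.05).

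With the replicate number as a replicate block, Mild IOP had 25 DEGs, 2 upregulated and 23 downregulated. Moderate IOP had 135 DEGs, 73 upregulated and 59 downregulated. There were 9 shared DEGs, 9 commonly downregulated and 0 oppositely regulated (16 at an unadjusted p below 0.05). The pairing behind this block was weak, with a correlation of deviations across genes of 0.012 between same-numbered libraries and −0.006 between the others.

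The removal of the length trend gave 19 DEGs in Mild IOP, 2 upregulated and 17 downregulated, 1 commonly upregulated DEG in place of 0 (67 at an unadjusted p below 0.05), and 417 DEGs between Moderate and Mild IOP in place of 1324. The median of the oxidative phosphorylation genes in Moderate IOP was then 0.05 and no longer apart from random lists (share 0.37), and that of the ribosomal protein genes was 0.06 (share 0.10). With random lists matched on transcript length, the median of 0.23 of the oxidative phosphorylation genes in Moderate IOP was not apart from the lists (share 0.18). In Mild IOP both sets stayed lower and apart from random lists under every alternative.

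Across the 9 fits that each left out 1 library, the counts ran from 14 to 172 for Mild IOP DEGs, from 61 to 271 for Moderate IOP DEGs, from 9 to 20 for shared DEGs and from 518 to 1362 for DEGs between Moderate and Mild IOP. Upregulated DEGs ran from 0 to 4 in Mild IOP (190 to 286 at an unadjusted p below 0.05) and from 32 to 145 in Moderate IOP, and downregulated DEGs from 14 to 169 and from 29 to 99. Without Mild IOP replicate 3, Mild IOP had more downregulated DEGs (169) than Moderate IOP (78), the opposite of the order with all libraries. Commonly upregulated DEGs ran from 0 to 4 (50 to 100 at an unadjusted p below 0.05), commonly downregulated DEGs from 9 to 14, and oppositely regulated DEGs from 0 to 5 (9 to 31 at an unadjusted p below 0.05). The silhouette width of the PCA ran from 0.24 to 0.68. The adjusted Rand index of the clustering ran from 0.36 to 0.65, and at 0.36 its exact permutation p was 0.071. The oxidative phosphorylation median ran from −0.66 to −0.37 in Mild IOP and from 0.20 to 0.28 in Moderate IOP, and the ribosomal median from −0.76 to −0.46 and from 0.23 to 0.31.

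Under changes of scaling, pseudocount, filter and gene variance the silhouette width of the PCA lay between 0.30 and 0.46. Its exact permutation p was 0.0036 in each, the smallest possible, so it cannot show a change. Under changes of scaling, pseudocount, linkage and filter the index of the clustering stayed at 0.48. For single genes not reported only as part of a set, results were counted once per gene, group and alternative. Of these, 2073 kept their direction and their side of the FDR threshold, 132 no longer passed it, 16 newly passed it and 32 changed direction. The same gene can be counted under several of these outcomes. Depth limits the genes with low FPKM, since 8 of the 20 entries of Tables 1 and 2 had fewer than 30 fragments in every library of the group with the higher value and at least 1 such library at 0.

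None of the changes of direction involved a value with an FDR below 0.1. By log2 fold-change, in Mild IOP Calb2 went from −0.20 to 0.12 with quantile normalization, and Stx1a from −0.02 to 0.01 with quantile normalization and 0.03 with the FPKM as deposited. In Moderate IOP Prox1 went from 0.02 to −0.01 with the FPKM as deposited, and Uty from 0.07 to −0.54 with a pseudocount of 0.1. When single libraries were left out, the values in Mild IOP ran from −0.27 to 0.97 for Aif1, −0.73 to 0.23 for Cd48, −0.13 to 0.80 for Cd59b, −0.27 to 0.19 for Cd68, −0.13 to 0.19 for Cntn4, −0.05 to 0.12 for Gabbr2, −0.16 to 0.35 for Hist2h4, −0.13 to 0.10 for Lcn2 and −0.32 to 0.17 for Stx1a. In Moderate IOP they ran from −0.28 to 0.06 for Ccnd3, −0.07 to 0.88 for Cd48, −1.24 to 0.63 for Gm4013, −0.16 to 1.94 for Hist2h4, −0.03 to 0.05 for Prox1, −0.04 to 0.09 for Slc1a3, −0.13 to 0.37 for Stx1a and −0.34 to 0.27 for Uty. Aif1 in Moderate IOP had a value of 0.0 with all libraries, so no direction to change, and ran from −0.31 to 0.32. Among lens and immediate early genes reported as sets, 18 results of single members changed direction, all with an FDR above 0.1. These were again counted once per gene, group and alternative, so some members are counted more than once.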

Differences from the paper's values

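The numbers of DEGs were lower than the paper's. At an FDR below 0.1 there were 52 DEGs in Mild IOP against the paper's 737, and 240 in Moderate IOP against the paper's 887. Of these, 16 were shared, against about 99 in Fig. 3c of the paper, read by eye. With the fold-change criterion, 1 gene was upregulated in Mild IOP against the paper's 150, and 118 in Moderate IOP against the paper's 299. There were 50 downregulated genes in Mild IOP against the paper's 286, and 103 in Moderate IOP against the paper's 295. The pseudocount used here made the fold-change criterion stricter at low FPKM than in the paper. The commonly upregulated genes numbered 0 (67 at an unadjusted p below 0.05) against the paper's 16, and the oppositely regulated genes 1 against the paper's 3. None of the alternatives set before the data were examined brought the DEG counts of Mild IOP, Moderate IOP, the shared genes, the upregulated genes, the downregulated genes, the commonly upregulated genes or the oppositely regulated genes to within 1.5 times of the paper's.

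PC1 held 23.5% of the variance against about 45% in Fig. 2c of the paper, read by eye, and PC2 held 15.4% against about 25% in Fig. 2c, read by eye. For PC2, each of the 9 fits that left out 1 library came within 1.5 times of the paper's value, and the other alternatives set before the data were examined did not. For PC1, none of them did.

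The mean FPKM in Control in Table 1 was 0.184 for Hist3h2bb-ps against the paper's 0.00, 0.0296 for Gm20257 against the paper's 0.00, and 0.465 for Mterf1b against the paper's 0.00. None of the alternatives set before the data were examined removed these differences, and with the FPKM as deposited the values were 0.187, 0.0302 and 0.471. For Table 2, the mean scaled FPKM in Control was 0.55 for Cd59b and 0.129 for Hist2h4, each against the paper's 0.00.

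Some groupings and rankings differed as well. In Fig. 2d the paper shows Control joined with Moderate IOP and Mild IOP apart, whereas here the Control libraries shared a cluster with Mild IOP replicates 1 and 3, and the adjusted Rand index was 0.48. Tables 1 and 2 list as most upregulated genes such as Vaultrc5 (FDR = 0.23) and Tsacc (FDR = 0.60). Among the DEGs found here with all replicates above Control, the largest rises were in S100a6, Lcn2 and Gm10591 in Moderate IOP and in Ddx3y in Mild IOP. The oppositely regulated genes the paper lists, Txn1, Fxyd7 and Ebpl, had the directions the paper gives but an FDR above 0.1 in both groups. The gene found here was Ddx3y, which is Y-linked and may reflect the share of male and female retinas in the pools.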

Other observations

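The tests of near-identical crystallin copies and of the fragments behind Tables 1 and 2 were chosen only after the result was seen.

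Other splits of the libraries were fitted and their DEGs counted. Each of these splits mixes libraries of different pools, so the pool difference enters the variance and holds the counts down. They do not show how many DEGs arise without a difference between pools. For the DEGs of Mild IOP, the DEGs of Moderate IOP, and the upregulated and downregulated DEGs of each, 1 of the 4 splits that part all same-numbered pairs gave as many, the real one, and the design cannot give a share below 0.05. Over all 10 splits, the highest count in any other split was 1 for Mild IOP and 2 for Moderate IOP, and 3 of the 10 splits gave as many upregulated DEGs as Mild IOP. Over splits into 3 groups that part all same-numbered libraries, 1 of 36 gave as many shared DEGs, 1 of 36 as many commonly downregulated DEGs and 1 of 36 as many oppositely regulated DEGs, in each case the real split. The highest count in any other split was 10 for the shared DEGs, of which the real split gave 16, 10 for the commonly downregulated DEGs, of which it gave 14, and 0 for the oppositely regulated DEGs. For commonly upregulated DEGs, of which there were 0 (67 at an unadjusted p below 0.05), 36 of 36 splits gave as many, which a count of 0 fixes in advance. These splits compare libraries and not animals, and no biological explanation can be tested with them.

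The fall of the crystallins in both IOP groups was examined for technical explanations beside lens carry-over. Reads shared between near-identical copies did not account for it, as 8 crystallins outside the gamma A to F cluster were lower in both groups at an FDR below 0.1. The median-of-ratios factors did not account for it either. With the FPKM as deposited, the median log2 fold-change over the tested crystallins was −3.89 in the group with the smaller fall. Lens tissue in the Control pool remains a candidate explanation beside an effect of IOP. These libraries cannot decide between them, and the qPCR that the paper reports in additional animals (Fig. S3) was not analysed here.

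In Tables 1 and 2, several genes are listed at 0 FPKM in one group. Of the 20 entries, 8 had fewer than 30 fragments in every library of the group with the higher value, with at least 1 of these libraries at 0. Few fragments behind the estimate may explain these entries, but the data cannot tell this apart from a low expression that differs between the pools.

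Across the DEGs of a single group, 25 of the 52 DEGs of Mild IOP had the opposite sign in Moderate IOP, and 71 of the 240 DEGs of Moderate IOP had the opposite sign in Mild IOP.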
